# Genetic resistance to DEHP-induced transgenerational endocrine disruption

**DOI:** 10.1371/journal.pone.0208371

**Published:** 2019-06-10

**Authors:** Ludwig Stenz, Rita Rahban, Julien Prados, Serge Nef, Ariane Paoloni-Giacobino

## Abstract

Di(2-ethylhexyl)phthalate (DEHP) interferes with sex hormones signaling pathways (SHP). C57BL/6J mice prenatally exposed to 300 mg/kg/day DEHP develop a testicular dysgenesis syndrome (TDS) at adulthood, but similarly-exposed FVB/N mice are not affected. Here we aim to understand the reasons behind this drastic difference that should depend on the genome of the strain. In both backgrounds, pregnant female mice received *per os* either DEHP or corn oil vehicle and the male filiations were examined. Computer-assisted sperm analysis showed a DEHP-induced decreased sperm count and velocities in C57BL/6J. Sperm RNA sequencing experiments resulted in the identification of the 62 most differentially expressed RNAs. These RNAs, mainly regulated by hormones, produced strain-specific transcriptional responses to prenatal exposure to DEHP; a pool of RNAs was increased in FVB, another pool of RNAs was decreased in C57BL/6J. In FVB/N, analysis of non-synonymous single nucleotide polymorphisms (SNP) impacting SHP identified rs387782768 and rs29315913 respectively associated with absence of the Forkhead Box A3 (*Foxa3*) RNA and increased expression of estrogen receptor 1 variant 4 (NM_001302533) RNA. Analysis of the role of SNPs modifying SHP binding sites in function of strain-specific responses to DEHP revealed a DEHP-resistance allele in FVB/N containing an additional FOXA1-3 binding site at rs30973633 and four DEHP-induced beta-defensins (*Defb42*, *Defb30*, *Defb47* and *Defb48*). A DEHP-susceptibility allele in C57BL/6J contained five SNPs (rs28279710, rs32977910, rs46648903, rs46677594 and rs48287999) affecting SHP and six genes (*Svs2*, *Svs3b*, *Svs4*, *Svs3a*, *Svs6* and *Svs5)* epigenetically silenced by DEHP. Finally, targeted experiments confirmed increased methylation in the *Svs3ab* promoter with decreased SEMG2 persisting across generations, providing a molecular explanation for the transgenerational sperm velocity decrease found in C57BL/6J after DEHP exposure. We conclude that the existence of SNP-dependent mechanisms in FVB/N inbred mice may confer resistance to transgenerational endocrine disruption.

## Introduction

Di-(2-ethylhexyl) phthalate (DEHP; CAS No. 117-81-7) is a reproductive toxicant and an endocrine disruptor (ED) ubiquitously found in the environment. Accumulated data demonstrate that DEHP interferes with sex steroid hormone signaling pathways (SHP). DEHP and its principal metabolite named mono-(2-ethylhexyl) phthalate (MEHP; CAS No. 4376-20-9) decrease the testosterone produced by testes and interact at the molecular level with the androgen (AR), estrogen (ER) and peroxisome proliferator-activated receptors (PPARs) [1, 2]. Prenatal exposure to DEHP causes androgen deficiency during embryogenesis in both animals and humans [3, 4]. The anogenital distance (AGD), a marker of fetal androgen exposure [5], was shortened in boys born from DEHP-exposed mothers and was reduced in rodents prenatally exposed to DEHP [6–8]. Therefore, the long-term toxicological impacts of prenatal exposure to DEHP are of high concern.

We injected *per os* 300 mg/kg/day DEHP to pregnant mice during embryonic (E) days (E9-19), and measured male fertility parameters at adulthood. The dose was chosen from a previous study and appears to be relevant for extreme human exposure. In fact, the dose of DEHP effectively reaching the mice fetus in the present study was estimated at 190 μg/kg/day and is comparable with the 233 μg/kg/day of median daily intake of DEHP in neonates treated in intensive care units [9]. First, 55% of ingested DEHP is absorbed, whereas DEHP and its derivatives are predominately excreted in the urine. In addition, approximately 20–25% of absorbed DEHP cannot pass the gastrointestinal tract barrier of the pregnant animal or mother, and is excreted in the feces (ToxGuide for DEHP). Thus, a fraction of excreted DEHP is not able to reach the embryos in pregnant females. In fact, only 0.03% of the initial dose of ^14^C-labelled DEHP, orally administrated to pregnant mice at 8 days of gestation, was recovered in the fetuses when monitoring radioactivity [10]. Among the 9 mg of DEHP that were given per pregnant mice per days, the reconstructed dose of DEHP effectively received by the fetus is estimated at 190 μg/kg/day; 0.27 μg of the initial dose reaches the fetal tissue weighting 1.4 *10–3 kg. That dose is lower than the median daily intake of DEHP calculated in infants in the high-intensiveness product use group. This dose was estimated to range from 233 to 352 μg/kg/day based on MEHHP and MEOHP concentrations recovered in the urines of the preterm infants exposed to DEHP-containing medical products [9]. However, the metabolites that reach the embryos may differ, with DEHP metabolites produced by the exposed mother on one hand, and direct leaching of DEHP from the medical products in the blood circulation of the neonates on the other hand. As a result, a decreased sperm count was observed in the C57BL/6J strain, but not in FVB/N mice, indicating that the latter seem to be resistant and the former sensitive to DEHP [11]. Previously, heterogeneity explained by strains was reported in DEHP-exposed mice [6]. We think that resistance to prenatal exposure to DEHP may imply genetic variations affecting the direct or indirect targets of DEHP, in enzymes responsible for excretion of DEHP, or in DNA sequences recognized by the hormones that are affected by DEHP. The exposure mechanism implies that DEHP orally injected in the mouse mouth cavity passes into the digestive tract of the pregnant female, is metabolized notably in MEHP, enters the blood circulation of pregnant mice, reach the embryos through the cord blood, and exert anti-androgenic and pro-estrogenic activities. The main suspected impact in the male fetus is a decreased production of testosterone. This may trigger long-term impacts on the future sexual health at adulthood, such as in the testicular dysgenesis syndrome (TDS) [12, 13].

The exposure time frame extends from the primordial germ cell (PGC) migration period (~E10.5) and covers the gonadal differentiation period initiated between E11 and E12 in the developing mice embryos, representing a susceptible time window for androgen interference [14]. PGCs are characterized by a specific pattern of DNA methylation and transcription controlling the cell fate in the lineage [14]. PGCs differentiate themselves in male germ cells during the fetal androgen-dependent sexual differentiation of the somatic gonads to testis. At puberty, a peak of testosterone triggers the spermatogenesis process starting from the spermatogonia. The spermatogenesis involves transcriptional patterns specific to the successive developmental stages [15]. Thus, endocrine disruption taking place during PGCs migration may probably alter DNA methylation and RNA expression status in mature sperm at adulthood.

It has previously been reported that aberrant DNA methylation or dysregulated RNAs in the sperm of adult mice were able to support transgenerational inheritance [16, 17]. Therefore, we studied the transmission of the biological alterations to the subsequent generations taking into account the epigenetic status of genes encoding the dysregulated sperm RNAs. Active transcription is believed to be absent in mature spermatozoa, but RNAs remain present deeply embedded in the sperm nucleus [18]. At least part of these paternal RNAs is transmitted to the egg at fertilization, which may help to understand “unexplained male-factor infertility” [19]. Moreover, a functional AR is expressed in both X and Y carrier spermatozoa and dihydrotestosterone (DHT) is present in the seminal fluid [20]. Additionally, steroid receptors and their ligands may impact on male gamete functions [21].

We postulate that FVB/N resistance or alternatively C57BL/6J susceptibility, may involve genomic variations affecting the androgen signaling occurring in a strain-specific manner. Both DNA methylation and RNA expression may be affected in the sperm of mice prenatally exposed to DEHP, whereas SNP may influence both DNA methylation and gene expression [22]. Comparison between both genomes performed by Wong K. *et al* were incorporated in the present study [23]. Genomes comparison revealed that the AR is not directly affected by polymorphisms in FVB/N compared with the C57BL/6J reference genome. However, the non-synonymous single nucleotide polymorphism (SNP) rs29315913 (“A” in FVB/N and “C” in C57BL/6J) was found in one variant of ESR1 and rs387782768 (“C” in FVB/N and “T” in C57BL/6J) was found in the Forkhead box A3 (FOXA3) transcription factor required for testicular steroidogenesis [23, 24]. Both factors are important for male fertility and are key player of SHP. Briefly, ESR1 is involved in the regulation of male reproductive organs, notably the efferent ductus and the epididymis, and its loss results in impaired ion transport and water reabsorption, with production of abnormal sperm characterized by abnormal flagellar coiling and increased incidence of spontaneous acrosome reactions [25, 26]. The Forkhead box A genes (FOXA1, FOXA2 and FOXA3) encode pioneer transcription factors, i.e. the first detectable factors to engage target sites in chromatin, thus facilitating the further binding of the AR in the nucleus to the targeted recognized DNA sequences [27].

The principal aim of this genome-environment interaction study focalized on male germ cells was to identify SNP varying between FVB/N and C57BL/6J genomes and responsible for the different phenotypes. We postulate that some SNP interacting with DEHP exposure may change the RNA content and the DNA methylation status in the sperm in a strain-specific manner with putative transgenerational inheritance.

## Results

### Phenotypic impact of *in utero* exposure to DEHP in C57BL/6J and FVB/N mice

The phenotypic changes affecting male fertility parameters induced by prenatal exposure to DEHP confirm the FVB/N resistance found in our earlier study using an independent method [11] and using data partially previously obtained in C57BL/6J [13]. In FVB/N, AGD, testes weight, sperm concentration and curvilinear velocity (VSL) were not affected by prenatal exposure to DEHP and remain stable also in the second generations of mice generated from the prenatally exposed F1 males (Fig 1A and 1B). The only exception concerns sperm velocities with decreased average path velocity (VAP) and VSL in FVB.D300.F1 compared to FVB.CTL.F1. A return to control values was observed in FVB.D300.F2 (Fig 1B). The experiments were stopped at F2 in FVB/N due to the absence of any remaining impact on all tested parameters.

**Fig 1:**
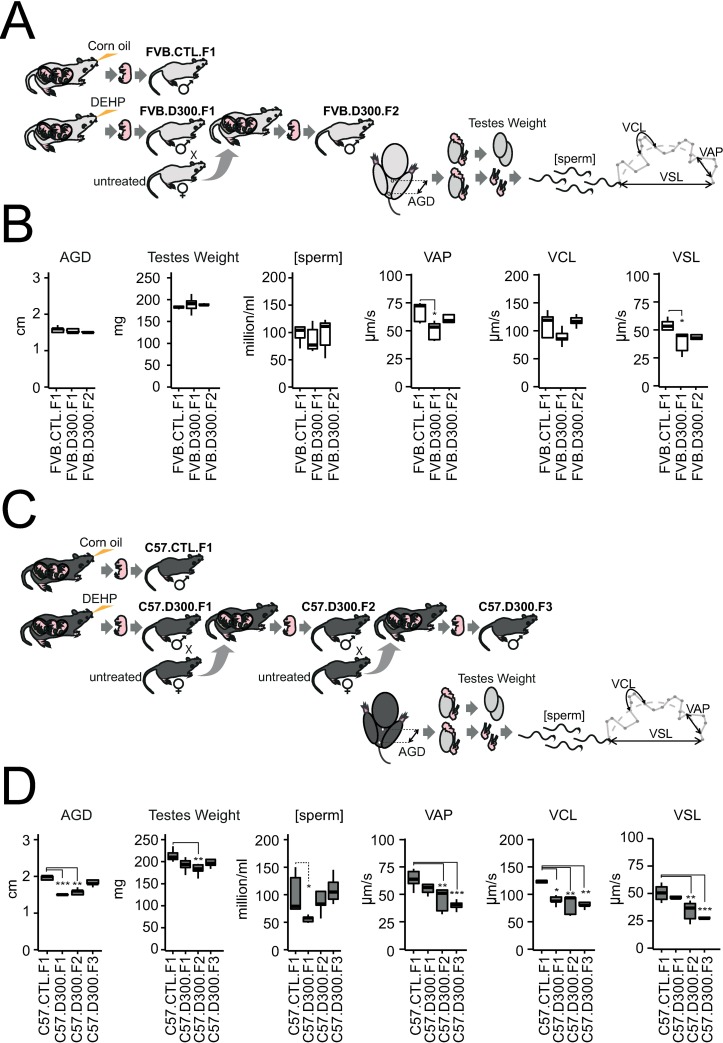
Strain-dependent alterations of fertility parameters in male offspring exposed in utero to DEHP. Prenatal exposures to DEHP were performed daily from E9-19 in both FVB/N and C57BL/6J mice strains using per os injections in hand-restrained pregnant females. Injections of 20 μl of 1.15 M DEHP diluted in corn oil corresponding to 300 mg/kg/day (D300) for 30 g mice estimates were compared with injections of 20 μl of corn oil as a vehicle for a fat-soluble compound, settled as the control condition (CTL). Male fertility parameters were obtained at P100 using five biological replicates per condition. AGD and testes weight were obtained prior to computer-assisted sperm analysis (CASA). CASA was used to assess sperm concentrations expressed in million per ml [sperm] and sperm velocities expressed in μm per second (μm/s). VAP: average path velocity; VCL: curvilinear velocity; VSL: straight-line velocity. (A) Experimental design of the study performed in the strain FVB/N. FVB.CTL.F1 were born from the corn oil-exposed mother. FVB.D300.F1 males were born from the DEHP-exposed mother. FVB.D300.F2 males were obtained after mating with unexposed females with FVB.D300.F1. (B). Male fertility parameters obtained in FVB after prenatal exposure to DEHP. AGD, testes weight, sperm concentrations and VCL did not differ across the tested conditions. VAP (p-value <0.02) and VSL (p <0.02) were decreased in FVB.D300.F1 compared with FVB.CTL.F1. (C). Experimental design of the study performed in the strain C57BL/6J. C57.CTL.F1 males were born from the corn oil-exposed mother, whereas C57.D300.F1 males were born from the DEHP-exposed mother. C57.D300.F2 males were obtained after mating with an unexposed female with C57.D300.F1. C57.D300.F3 males were obtained after mating with an unexposed female with C57.D300.F2 males. (D) Male fertility parameters obtained in C57BL/6J strain after prenatal exposure to DEHP. Compared with C57.CTL.F1, AGD, sperm concentration and VCL were decreased in C57.D300.F1 (p <7*10^−5^, p <0.05, p <0.02, respectively), AGD (p < 0.002), testes weight (p <0.008), VAP (p <0.008), VSL (p <0.008) and VCL (p <0.003) were decreased in C57.D300.F2, and VAP (p <1*10^−3^), VSL (p <1*10^−3^) and VSL (p <0.004) were decreased in C57.D300.F3. Statistical significance was performed using a one-way analysis of variance with a post-hoc Tukey honestly significant difference test (ANOVA-Tukey HSD). Significant differences between the tested conditions and the control conditions are reported as a graphic. * corrected p-value <0.05, ** corrected p-value <0.01, *** corrected p-values <0.001. Shapiro-Wilk tests reveal that the following parameters most likely followed a normal distribution; weight of the testes (W = 0.98, p = 0.62), sperm concentration (W = 0.98, p = 0.68), VAP (W = 0.97, p = 0.39), VCL (W = 0.96, p = 0.17) and VSL (W = 0.96, p = 0.17), whereas AGD (W = 0.83, p = 0.0001) did not follows a normal distribution. The Bartlett’s test for homogeneity of variances reveal equal variance between groups for all parameters; weight of the testes (Bartlett's K-squared = 9.13, df = 6, p = 0.17), AGD (Bartlett's K-squared = 9.18, df = 6, p = 0.16), VAP (Bartlett's K-squared = 4.26, df = 6, p = 0.64); VCL (Bartlett's K-squared = 6, df = 6, p = 0.42), VSL (Bartlett's K-squared = 5.73, df = 6, p = 0.45) and the sperm concentration (Bartlett's K-squared = 12.58, df = 6, p = 0.05). Caution has to be taken in the interpretation of statistical differences in AGD across the tested conditions in the present work due to non-normal distribution of the data.

In contrast, all parameters tested in C57BL/6J were affected by prenatal exposure to DEHP in both the first and second generations in the DEHP-exposed lineage (Fig 1C and 1D). These results are compatible with a DEHP-induced TDS. AGD, sperm concentration and VCL were decreased in C57.D300.F1, and AGD, testes weight, VAP, VCL and VSL were decreased in C57.D300.F2. These multigenerational detrimental impacts of prenatal exposure to DEHP affecting various male fertility parameters are compatible with an intergenerational inheritance in C57BL/6J. Surprisingly, a continuous deterioration of sperm velocity was observed in the DEHP-exposed lineage in the C57BL/6J strain, compatible with a transgenerational increased inheritance of decreased sperm velocity (Fig 1D). At F3 in C57BL/6J, VAP decreased by 24 μm/s between C57.F1.CTL and C57.F3.D300 (p-value = 8.8*10^−4^), VCL decreased by 36 μm/s between F1.CTL and F3.D300 (p-value = 3.6*10^−3^), and VSL decreased by 24 μm/s between F1.CTL and F3.D300 (p-value = 2.4*10^−4^).

Overall, the results demonstrated a strain-specific difference in the impact of prenatal exposure to DEHP in FVB/N compared with C57BL/6J inbred mice. An inbred mice strain is a population of mice clones at the genetic level resulting from a process of at least 20 sequential generations of brother–sister mating. They also strongly suggest the persistence of a detrimental impact across generations in the case of DEHP-susceptibility and revealed a surprising deterioration of sperm velocity apparently inherited in a transgenerational manner (from C57.F1.D300 to C57.F3.D300).

### Sperm transcriptome variations induced by prenatal exposure to DEHP in C57BL/6J and FVB/N mice

SHP were shown to be affected by DEHP and its metabolites in previous reports. Both androgens and estrogens exerted their biological effects on gene transcription upon binding to their respective receptors (AR and ESR1). Here, we postulate that prenatal exposure to DEHP may dysregulate sperm RNAs in a persistent manner. 

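The sperm transcriptomic data covered 5 conditions with 5 libraries each, named C57.CTL.F1, C57.D300.F1, C57.D300.F2, FVB.CTL.F1 and FVB.D300.F1. In these names, C57 and FVB stand for C57BL/6J and FVB/N, D300 for lineages of females given 300 mg/kg/day DEHP from embryonic day 9 to 19, and CTL for corn oil vehicle. F1 and F2 are the first and second generations, and the males were 100 days old. Sperm swam out of incised cauda epididymides, and its RNA was sequenced by all-RNA-seq, a protocol that treats RNA ends so that all RNA types are read. The authors mapped the reads to mm10 with TopHat and quantified them with Cuffdiff. The deposited table holds 24358 genes, with 1 estimated fragment count per gene and condition that combines the 5 libraries, scaled between libraries by Cuffdiff and not divided by gene length. It also gives the variance of each count under Cuffdiff's model. Values of single libraries were not used here, so no value has a replicate check and no p-value is given. The estimated counts summed to 8602900 in C57.CTL.F1, 7748902 in C57.D300.F1, 6921688 in C57.D300.F2, 7568129 in FVB.CTL.F1 and 8278486 in FVB.D300.F1. The paper's own depth, in S1 Table, is the number of mapped reads per library, with medians of 43032461, 45347087, 37315783, 25309140 and 26425036 in the same order. All values at the claims use the estimated counts. For 71 genes, Cuffdiff reported a failed estimate in at least 1 condition, listed as 0, and these were treated as missing. Among genes with at least 10 counts, the median coefficient of variation of a count under the model was 0.276 in C57.CTL.F1 and 0.280 in FVB.D300.F1. The model variance followed the count for most genes and lay above that trend for some, so it was read as the authors' model and not as a measured spread of the 5 libraries. Lists whose model variance lies above the trend are given as such. The 10 libraries of C57.CTL.F1 and C57.D300.F1 were reused from an earlier study, and the other 15 were made for this one. Comparisons of DEHP with vehicle within a strain therefore stay within 1 set of libraries. No condition was measured in both sets. A comparison of C57.D300.F2 or of FVB/N with the reused conditions therefore cannot by itself be told apart from a difference between them. The paper states that the design lacks F2 control conditions. Log2 ratios were computed between condition values after adding 1 to each count. A gene was counted as changed when it differed by at least 2 log2 units and had at least 10 counts in 1 of the compared conditions. A fold change against a value of 3 counts or fewer was computed against 3 counts and is a lower bound. The median log2 ratio of a list was set against 10000 random lists of the same size, drawn from genes of similar mean count over the 5 conditions. The paper selected the Table 1 RNAs from these same libraries, so for them the random lists give a scale and no test.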

Total RNA was extracted from sperm samples analyzed by CASA and the RNA content was analyzed using all-RNA-seq (Fig 2A and S1 Table). One differential analysis was performed using multiple pairwise comparisons between the conditions C57.CTL.F1, C57.D300.F1, FVB.CTL.F1 and FVB.D300.F1 in order to take into account the impact of the strains on sperm RNA content in the absence or presence of DEHP exposure. Additionally, as almost all parameters tested remained affected at F2 in C57BL/6J (Fig 1), we also included the C57.D300.F2 condition.

**Fig 2:**
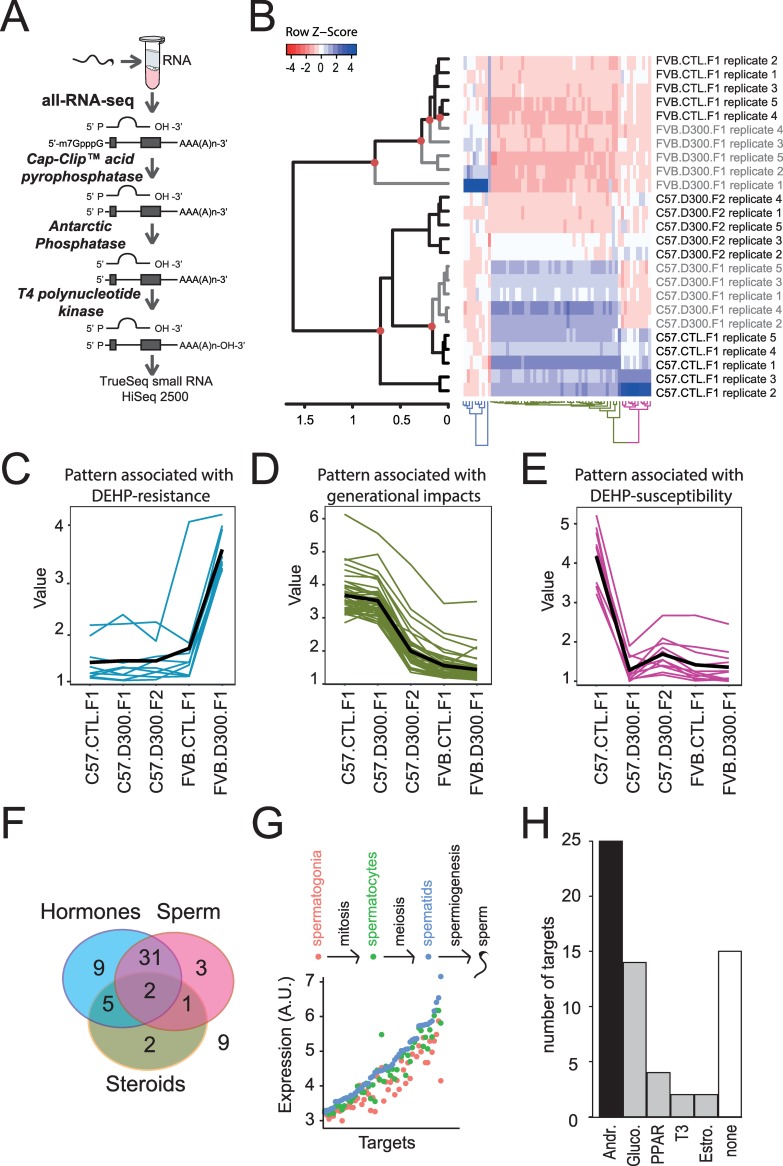
Results obtained in the genome*environment*generation transcriptomic interactions study. (A) All-RNA-seq analysis in sperm. Sperm sampled from the cauda epididymis was analyzed in quintuplicates using the all-RNA-seq protocol, which allows measurements of all RNA types independently of their end variations. (B) Hierarchical clustering analysis combined with a heat-map illustration of all-RNA-seq data. Red circles: significant nodes in the dendrogram. In the heat-map, high levels of expression are in blue and low levels in red. (C) The expression pattern associated with the DEHP-resistance indicates induction of expressions in FVB.D300.F1 compared with FVB.CTL.F1. (D) Pattern associated with generational impacts in the C57BL/6J background. Decreased expressions are observed in C57.D300.F2 compared with C57.CTL.F1 and C57.D300.F1. (E) The expression pattern associated with DEHP-susceptibility displayed decreased expressions in C57.D300.F1 compared with C57.CTL.F1. (F) Triple-Venn diagram segregating the 62 RNAs. The 62 RNAs were segregated in a Triple-Venn diagram as hormonally-regulated (light blue circle: N = 47; 76%), as previously identified in sperm (pink circle: N = 37; 60%), or involved in the transport of cholesterol or the metabolism of steroids (yellow circle: N = 10; 16%). The majority of RNAs are hormonally-regulated and expressed in sperm (N = 33; 53%); the minority of RNAs are out of the diagram (N = 9; 15%). (G) Expression levels of RNA across germ cells subtypes: spermatogonia in red, spermatocytes in green, and spermatids in blue. RNAs were significantly enriched for increased expression in spermatogenesis compared with all RNAs in the Chalmel dataset (χ^2^(1) = 53; p< 3.3*10^−13^). (H) Number of RNA regulated by androgen (Andr.), glucocorticoids (Gluco.), hormone-like PPARs, triiodothyronine (T3), estrogen (Estro.) or not regulated by hormones (none). 76% of the targets present a reported hormonal regulation (47/62), among these 53% by androgen (25/47).

This approach resulted in genome*environment*generation interactions transcriptomic analysis identifying 62 RNAs as the most differentially expressed RNA among the different conditions (Fig 2B). 

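All 62 RNAs of Table 1 were found in the table, 9 of them assigned to DEHP-resistance, 42 to generational impacts and 11 to DEHP-susceptibility. Between C57.D300.F1 and C57.CTL.F1, 6 genes were higher and 43 lower among 16825 genes, and the lower genes included the 11 DEHP-susceptibility RNAs. Among genes with at least 100 counts in the higher condition, the largest rise was that of Gm2083, listed at 0 counts in C57.CTL.F1 and at 159 in C57.D300.F1, followed by Rbp2, which rose from 154 to 2539.5 counts. The model's coefficient of variation for Gm2083 was 0 in C57.D300.F1, so its estimate there has no usable spread and is read with caution. Between FVB.D300.F1 and FVB.CTL.F1, 109 genes were higher and 3 lower among 16471 genes, and 8 of the higher genes are in Table 1. Under the same limit, the largest rise in FVB/N belonged to a gene outside Table 1, Gm6792, with 0.816 and 1811 counts. C57.D300.F2 had 100 genes higher and 617 lower than C57.CTL.F1, with 53 of the lower genes in Table 1, and 57 higher and 566 lower than C57.D300.F1. With 10 counts added in place of 1, the higher genes in these comparisons dropped to 27 and 26, and the lower genes to 502 and 451. Without DEHP, FVB.CTL.F1 had 246 genes higher and 1518 lower than C57.CTL.F1 among 17086 genes. The response to DEHP differed between the strains by at least 2 log2 units for 215 of 17556 genes, of which 175 responded more in the upward direction in FVB/N. The threshold moved these counts most. At 1 log2 unit, 184 genes were higher and 193 lower in C57.D300.F1 than in C57.CTL.F1, and 355 were higher and 102 lower in FVB.D300.F1 than in FVB.CTL.F1. When the difference also had to exceed the SD of the difference under Cuffdiff's model, 3 genes were higher and 26 lower in C57.D300.F1, and 92 were higher and 1 lower in FVB.D300.F1.

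**Figure D1:**
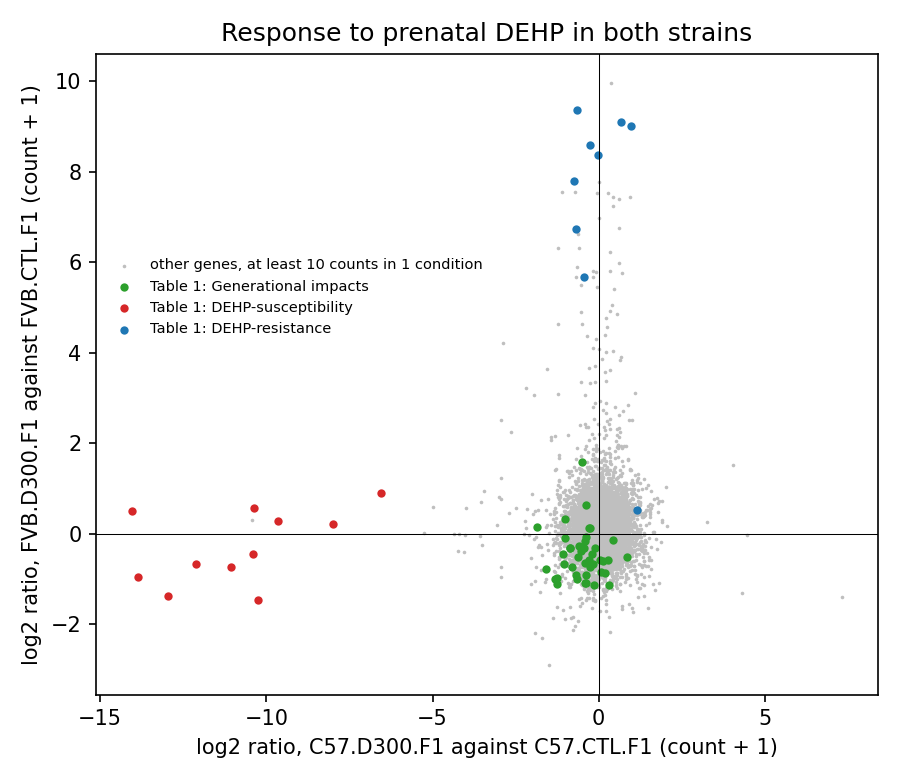
Log2 ratios of the estimated counts (1 added to each) in C57.D300.F1 against C57.CTL.F1 (horizontal axis) and in FVB.D300.F1 against FVB.CTL.F1 (vertical axis). Each point is 1 gene; DEHP-resistance RNAs are blue, DEHP-susceptibility RNAs red, generational RNAs green and other genes grey, and the 11 red points lie far to the left while 8 of the 9 blue points lie high.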

Importantly, three different patterns of expression changes were found (Fig 2C, 2D and 2E). 

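The 9 RNAs that Table 1 assigns to DEHP-resistance are Gpx5, Spag11b, Defb30, Lcn5, Lcn8, Lcn9, Spint4, 9230104L09Rik and Rprl3. All 9 had higher counts in FVB.D300.F1 than in FVB.CTL.F1, with a median log2 ratio of 8.38, or 8.40 with values under 3 counts set to 3. The random lists of the same size had medians between -0.38 and 0.32. As the 9 RNAs were selected from these same libraries, this comparison is no test of them. Gpx5, on chromosome 13 of GRCm38 from 21286429 to 21292731 (GENCODE M21), increased from 71.4 to 24121 counts, a 338-fold rise. Lcn5, on chromosome 2 from 25657952 to 25661977, increased from 9.18 to 6686 counts, a 728-fold rise. The neighbouring Lcn8 had 1.32 and 1273 counts and was at least 424-fold higher. Spag11b increased from 30.4 to 1613 counts. The exception in size was Rprl3, listed as a ribozyme in the annotation, which had 841 counts in FVB.CTL.F1 and 1210.3 in FVB.D300.F1, a log2 ratio of 0.52. Adding 10 counts in place of 1 moved the median most, to 6.77. The difference exceeded its SD under Cuffdiff's model for 5 of the 9 RNAs. Those of Gpx5, Lcn5, Spag11b and Rprl3 lay within it. The model's coefficients of variation in FVB.D300.F1 were 3.32 for Gpx5, 1.38 for Lcn5 and 1.01 for Spag11b. In FVB.D300.F1 the model's coefficient of variation for the 9 RNAs was 3.39 times that of genes with similar counts, as a median. It was 1.00 times in FVB.CTL.F1, over the 3 RNAs with at least 10 counts there. Over 22 epididymal genes outside Table 1, the median log2 ratio between both FVB/N conditions was 4.88.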

The first pattern showed increased RNA levels specifically in FVB.D300.F1 compared with FVB.CTL.F1. This pattern presenting an FVB/N-specific and DEHP-mediated induction of RNA expression was associated with FVB/N resistance (Fig 2C). 

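Table 1 assigns 42 RNAs to generational impacts, and each of them was lower in C57.D300.F2 than in C57.CTL.F1. Their median log2 ratio was -5.73 (-5.75 with values under 3 counts set to 3), and the lowest median among the random lists was -0.52. The 42 were selected from these same libraries, so the random lists do not test them. Individual log2 ratios lay between -7.51 for Mup3 and -2.04 for Azgp1. Against C57.D300.F1 the median was -5.23, and 41 of the 42 fell by at least 2 log2 units, with Azgp1 at -1.67. Alb, on chromosome 5 from 90460897 to 90476602, had 83529 counts in C57.CTL.F1, 100464 in C57.D300.F1 and 2559 in C57.D300.F2. Mup3 had 21889, 9264 and 119 counts in the same conditions. Mup3, Serpina1b and Serpina1e belong to families of close paralogs, so their reads could have been split between family members. The decrease exceeded its SD under Cuffdiff's model for 40 RNAs against C57.CTL.F1 and for 41 against C57.D300.F1. Alb was an exception in both comparisons, with a model coefficient of variation of 4.11 in C57.CTL.F1 and 4.42 in C57.D300.F1. For the 42 RNAs this coefficient was 1.45 and 1.62 times that of genes with similar counts in these conditions, as medians. Between C57.D300.F1 and C57.CTL.F1 the median of the 42 was -0.41, below the lowest random list at -0.24. The counts were lower for 34 of them, 5 beyond their SD under Cuffdiff's model, and none changed by 2 log2 units. The random lists draw genes independently, while these RNAs fell together in C57.D300.F2, so this rank by itself shows no effect of DEHP in F1. Scaling the conditions to equal totals moved the first median most, to -5.42. The same RNAs were also low in FVB/N without DEHP, with a median log2 ratio of -7.48 in FVB.CTL.F1 against C57.CTL.F1 and 524 counts of Alb. Of 558 genes that fell from C57.D300.F1 to C57.D300.F2, 512 (91.8%) were also lower in FVB.CTL.F1 than in C57.CTL.F1, where 49.8 would be shared by chance among 16696 genes. In both comparisons, the reused libraries are the higher side. A list of 23 liver genes outside Table 1 had a median of -5.01 in C57.D300.F2 against C57.CTL.F1.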

The second pattern was associated with generational changes occurring between the first and second generations in the C57BL/6J exposed lineage (Fig 2D). The third pattern revealed decreased levels of various RNA specifically in C57.D300.F1 compared with C57.CTL.F1, without changes in FVB/N. The latter pattern was associated with C57BL/6J susceptibility to DEHP (Fig 2E). 

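All 11 RNAs assigned to DEHP-susceptibility were lower in C57.D300.F1 than in C57.CTL.F1. The median log2 ratio was -10.41, or -10.60 with values under 3 counts set to 3, and the random lists reached no lower than -0.59. These RNAs too were selected from the same libraries, so the random lists do not test them. The ratios lay between -14.06 for Svs5 and -6.54 for Saa2, whose counts were 1304 and 13.0. Spink1, on chromosome 18 from 43728082 to 43737557, had 14805 counts in C57.CTL.F1 and 0 in C57.D300.F1, at least 4935-fold fewer. Pate4 decreased from 35622 to 25.2 counts, or 1412-fold. Of the alternatives set for this list, a pseudocount of 0.1 moved the median most, to -11.04. The difference exceeded its SD under Cuffdiff's model for 4 of the 11. In C57.CTL.F1 the model's coefficient of variation was more than 1.5 times that of genes with similar counts for all 11, with a median of 3.46 times. In FVB/N, the median log2 ratio between DEHP and vehicle was -0.46 (0 with values under 3 counts set to 3), where the lowest random list had -0.40. The random lists were matched on the mean over all 5 conditions, which C57.CTL.F1 raised for these RNAs. They therefore do not show the spread at the low counts of the other conditions. In FVB/N, 5 RNAs were higher and 6 lower, and none changed by 2 log2 units. Only 3 of the 11 had at least 10 counts in FVB.CTL.F1. For 9530003J23Rik and Svs5, at 8.31 and 7.47 counts there, only a fall to near the limit of 3 counts could have shown. They had 9.86 and 11.1 counts with DEHP. The others were under 3 counts with vehicle, so for them a decrease was not detectable at this depth. Compared with C57.CTL.F1, the 11 were lower in FVB.CTL.F1 by a median of -9.86 and in C57.D300.F2 by a median of -8.65. Between both exposed generations they rose, with a median of 1.68 in C57.D300.F2 against C57.D300.F1, or 1.21 with values under 3 counts set to 3. The highest random list, at 0.52, has the limit just named. Of the 11, 10 were higher in C57.D300.F2, 5 of them by at least 2 log2 units, among them Spink1 at 0 and 4.49 counts. A list of 8 seminal vesicle genes outside Table 1 had a median of -0.86 in C57.D300.F1 against C57.CTL.F1, below the lowest random list at -0.53. Among them Svs1 had 11543 and 619 counts, and Spinkl 7669.6 and 458. From the decrease in C57BL/6J and its absence in FVB/N, the paper associates this pattern with C57BL/6J susceptibility, and from the 3 patterns it proposes that prenatal exposure alters the male meiotic program in a strain-specific way.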

Overall, the 62 differentially expressed RNA across the tested conditions were mainly regulated by hormones in sperm or in male reproductive tissues (Fig 2F and Table 1). The vast majority (80%) present increased expression during spermatogenesis (Fig 2G); androgen was the most represented regulatory hormone (Fig 2H). In addition, pathways highly relevant to sperm physiological functions and DEHP toxicity were affected *across the tested conditions (S2 Table).*

**Table 1:** *Characterization of the 62 dysregulated RNAs*.

Functional Group	Gene Symbol encoding the dysregulated RNA (alternative name)	Associated pattern (Fig 2C, 2D and 2E)	Expression in tissue or cells.	Increased expression in Spermatogenesis: [yes] or [no]. Expression:spermatogonia/Spermatocytes/ Spermatid. Source data [15].	Protein function	Hormonal-regulation	Ref.
SERPIN & proteases inhibitors	**Serpina1b**	Generational impacts	Spermatozoa	[yes]. 3.89/4.44/4.53	Protease inhibitor	Glucocorticoid	[28, 29]
	**Serpina1e**	Generational impacts	Spermatozoa	NA/NA/NA	Protease inhibitor	Glucocorticoid	[28, 29]
	**Serpina3k**	Generational impacts	Spermatozoa	[yes]. 3.28/3.43/3.55	Protease inhibitor	Glucocorticoid	[28, 29]
	**Serpinc1**	Generational impacts	Spermatozoa	[yes]. 4.17/4.19/4.43	Protease inhibitor	Glucocorticoid	[28, 29]
	**Spink1 (Spink3,p12)**	DEHP-susceptibility	Spermatozoa	[yes]. 3.37/3.43/3.64	Protease inhibitor	Androgen	[30, 31]
Seminal vesicle secretory proteins	**Sva**	DEHP-susceptibility	Seminal vesicle	[yes]. 3.39/3.54/3.73	Capacitation suppression	Androgen	[32, 33]
	**Svs2**	DEHP-susceptibility	Seminal vesicle	[yes]. 3.13/3.21/3.36	Semen coagulation (Semenoglin I)	Androgen	[34, 35]
	**Svs3a**	DEHP-susceptibility	Spermatozoa	[no]. 4.12/4.57/4.53	Semen coagulation (semenogelin II)	Androgen	[36, 37]
	**Svs3b**	DEHP-susceptibility	Spermatozoa	NA/NA/NA	Semen coagulation (semenogelin II)	Androgen	[36, 37]
	**Svs4**	DEHP-susceptibility	Spermatozoa	[yes]. 3.26/3.56/4.39	Sperm capacitation inhibitor	Androgen	[36, 38]
	**Svs5**	DEHP-susceptibility	Seminal vesicle	[no]. 5.30/5.26/5.35	?	Androgen	[39]
	**Svs6**	DEHP-susceptibility	Seminal vesicle	[yes]. 3.16/3.23/3.30	?	Androgen	[40]
	**Pate4 (Svs7)**	DEHP-susceptibility	Spermatozoa	[yes]. 3.00/3.31/3.60	Semen liquefaction	Androgen	[41]
Lipocalins	**Lcn5**	DEHP-resistance	Epididymis-specific	[yes]. 4.46/4.96/5.02	Retinoic acid-binding	Androgen	[42–44]
	**Lcn8**	DEHP-resistance	Epididymis-specific	[yes]. 4.84/5.359/5.364	Retinoic acid-binding	Androgen	[42–44]
	**Lcn9**	DEHP-resistance	Epididymis-specific	[yes]. 3.75/4.20/4.75	Retinoic acid-binding	Androgen	[42–44]
	**Mup3**	Generational impacts	Urine	[yes]. 3.34/3.44/3.55	Male-specific pheromone	Androgen	[45]
Defensins	**Defb30**	DEHP-resistance	Epididymis-specific	NA/NA/NA	Innate immune protection	Androgen	[46, 47]
	**Spag11b**	DEHP-resistance	Epididymis-specific	NA/NA/NA	Innate immune protection	Androgen	[46, 47]
Carboxylesterases	**Ces1c**	Generational impacts	Male reproductive tract	[yes]. 3.47/3.82/3.95	Hydrolysis	Glucocorticoid	[48, 49]
	**Ces3a**	Generational impacts	Male reproductive tract	NA/NA/NA	Hydrolysis	Androgen	[50] [49, 51]
Clotting Factors	**F2**	Generational impacts	Serum & sperm	[yes]. 5.29/5.62/5.83	Blood & seminal clotting	?	[52, 53]
	**Fgb**	Generational impacts	Serum & sperm	[yes]. 4.07/4.31/5.05	Blood & seminal clotting	Glucocorticoid	[53, 54]
	**Plg**	Generational impacts	Serum & sperm	[no]. 3.84/4.08/4.05	Blood & seminal clotting	Androgen regulator	[52, 53, 55]
Others	**Gpx5**	DEHP-resistance	Epididymis-specific	[yes]. 3.56/4.13/4.47	oxydative stress protection	Androgen	[56, 57]
	**Pon1**	Generational impacts	Serum & sperm	[yes]. 4.16/4.47/4.82	removing thiolactone from proteins	Androgen	[58–60]
	**Spint4**	DEHP-resistance	Epididymis-specific	[yes]. 3.43/3.58/3.66	control Ca2+ uptake by spermatozoa	Androgen	[61, 62]
	**9230104L09Rik**	DEHP-resistance	Spermatozoa	[yes]. 5.30/6.03/6.16	cysteine protease inhibitor	Androgen	[63]
	**Wfdc21**	Generational impacts	Epididymis-specific	[yes]. 4.72/4.85/5.02	Innate immune functions	Estrogen	[64–66]
Cholesterol/steroid transport and metabolism	**Apoa1**	Generational impacts	High density lipoprotein & sperm	[yes]. 4.92/5.10/5.32	Cholesterol transport	T3-Thyroid hormone	[67, 68]
	**Apoa2**	Generational impacts	High density lipoprotein	[yes]. 5.48/6.18/6.41	Cholesterol transport	T3-Thyroid hormone	[69]
	**Apoc3**	Generational impacts	Very-low-density lipoproteins	[yes]. 3.76/3.98/4.07	Cholesterol transport	H-response enhancer	[70]
	**Apoh (beta(2)GPI)**	Generational impacts	Liver	[yes]. 4.15/5.81/7.15	Cholesterol transport & placental development and fetal growth	regulated by cis-acting elements	[71]
	**Apom**	Generational impacts	High density lipoprotein	[yes]. 5.15/5.67/5.73	Cholesterol transport	estrogen	[72]
	**Cml2 (Nat8f2)**	Generational impacts	Brain and testis	[no]. 3.64/3.99/3.85	Lipids turnover	PPAR	[73]
	**Gc (VDB)**	Generational impacts	Serum & sperm	[yes]. 3.38/3.65/3.73	Steroid transport (vitamin D)	-	[74, 75]
	**Orm1**	Generational impacts	Serum & sperm	[yes]. 3.05/3.18/3.30	Steroid transport	Glucocorticoid	[76, 77]
	**Cyp2d9**	Generational impacts	Liver	[yes]. 3.66/4.03/4.28	Steroid oxidation	Androgen	[78]
	**Cyp3a11**	Generational impacts	Liver	[no]. 3.22/3.29/3.23	Steroid metabolism	Testosterone hydroxylation	[79]
	**Fabp1**	Generational impacts	Liver, serum	[yes]. 3.29/3.63/4.23	Fatty acids transport	PPAR	[80]
	**Aldob**	Generational impacts	Liver	[yes]. 4.67/5.07/5.77	Glycolysis enzyme	Glucocorticoid	[81]
	**mir192**	Generational impacts	Sperm and adipocytes	NA/NA/NA	Lipid metabolism	Glucocorticoid	[82, 83]
	**Saa2**	DEHP-susceptibility	Serum & sperm	[yes]. 4.67/4.88/5.07	Cholesterol transport & acute phase	Androgen	[84–86]
Glucocorticoid-regulated	**Alb**	Generational impacts	Liver	[yes]. 4.23/4.48/4.63	Hormone carrier	Glucocorticoid	[87]
	**Uox**	Generational impacts	Liver	[yes]. 3.90/4.89/4.91	Purine catabolism	Glucocorticoid	[88]
	**Azgp1**	Generational impacts	Adipocyte, prostate	[yes]. 4.97/5.41/5.87	Lipid degradation	Glucocorticoid	[89]
	**Cps1**	Generational impacts	Testis	[yes]. 4.10/4.30/4.56	Spermatogenesis	Glucocorticoid	[90, 91]
PPARα-dependent	**Slco1b2 (OATP2)**	Generational impacts	Liver	[yes]. 3.27/3.41/3.57	Bile acids uptake	PPAR	[92]
	**Sult2a8**	Generational impacts	Liver	NA/NA/NA	Conjugation of Dehydroepiandrosterone	PPAR	[93]
Hormones regulators	**Akr1c6 (Hsd17b5)**	Generational impacts	Liver	[no]. 3.39/3.66/3.65	Reduction of androsterone to testosterone	regulator of sex hormones	[94]
	**Ahsg (FETUA)**	Generational impacts	Serum, bones	[no]. 5.39/5.14/5.75	Mineralization	regulator of lipids hormones	[95]
	**Rdh7 (CRAD2)**	Generational impacts	Testis	[yes]. 3.58/3.73/3.79	Androgen regulation	regulator of androgens activity	[96, 97]
Probably hormono-dependent	**Hpd**	Generational impacts	Liver	[no]. 4.02/3.87/3.91	Tyrosine catabolism	Hormone	[98]
	**Bhmt**	Generational impacts	Liver	[no]. 4.53/5.48/4.44	methyltransferase in methionine synthesis	taurine-regulated	[99]
	**Hamp**	Generational impacts	Hepatocyte and blood	[yes]. 3.61/3.81/4.04	master hormonal regulator of iron	peptide hormone	[100]
	**C9**	Generational impacts	Serum & sperm	[yes]. 4.21/4.70/5.27	membrane attack complex, antisperm antibody	immuno-regulation	[101–103]
	**Slc38a3 (Snat3)**	Generational impacts	Brain, Liver, Placenta	[yes]. 5.87/6.17/6.54	transport of amino acids	Glucocorticoid	[104, 105]
Not hormonally regulated	**9530003J23Rik**	DEHP-susceptibility	Spermatozoa	[no]. 3.34/3.23/3.34	?	-	[106]
	**Haao**	Generational impacts	Brain	[yes]. 4.98/5.59/5.74	synthesis of Quinolinic acid	-	[107]
	**Ttc36**	Generational impacts	Testis	[yes]. 4.67/5.40/5.77	protein-protein interactions	-	[108]
	**Hpx**	Generational impacts	Liver	[no]. 4.27/4.46/4.41	serum iron-binding protein	-	[109]
	**Rprl3**	DEHP-resistance	All cells	NA/NA/NA	tRNA maturation	-	[110]

Overall, these results demonstrate that prenatal exposure to DEHP may alter the male meiotic program in a strain-specific manner, producing distinct patterns of expression changes and mainly implying dysregulation in androgen-regulated sperm RNAs.

### Strain-specific non-synonymous SNPs affecting AR, ESR1 and FOXA1-3 sperm RNA levels

SNP variations between FVB/N and C57BL/6J affecting SHP may explain the strain-specificity of the DEHP-induced alterations in sperm RNAs (Fig 2). Non-synonymous SNP rs387782768 in FOXA3 and rs29315913 in ESR1 variant 4 genes were characterized previously [23]. No other relevant SNP affecting SHP could be directly found in both strains. Transcriptomic results of this study revealed that both SNPs were associated with strain-specific differences of particular RNA expression levels, independent of DEHP exposure (Fig 3A). First, rs387782768 was associated with the absence of FOXA3 sperm transcripts in FVB/N. Second, rs29315913 was associated with increased levels of ESR1 variant 4 sperm transcript in FVB/N. Other tested transcription factors not affected by non-synonymous SNP (FOXA1, FOXA2, AR and other ESR1 variants) did not differ in their expression levels between both strains. 

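Foxa3, on chromosome 7 from 19013284 to 19023538, had 88.2 counts in C57.CTL.F1 and 59.7 in C57.D300.F1, against 2.86 in FVB.CTL.F1 and 1.60 in FVB.D300.F1. Without DEHP it was at least 29.4-fold lower in FVB/N than in C57BL/6J. It was also low in a C57BL/6J condition, with 3.41 counts in C57.D300.F2, 25.9-fold fewer than in C57.CTL.F1. The pseudocount moved these ratios most, and with 10 counts added the log2 ratios against C57.CTL.F1 were -2.93 in FVB.CTL.F1 and -2.87 in C57.D300.F2. With 1 count added, the log2 ratios of Foxa3 in these contrasts were -4.53 and -4.34. On that measure, 8 other liver transcription factors had medians of -4.40 and -3.40. Foxa1, on chromosome 12 from 57540628 to 57546916, had 115 counts in C57.CTL.F1 and 239 in FVB.CTL.F1, a log2 ratio of 1.05. Foxa2, on chromosome 2 from 148042877 to 148046969, had 59.1 and 16.7 counts, a log2 ratio of -1.77. Neither reached 2 log2 units, and both differences exceeded their SD under Cuffdiff's model, 124 counts against an SD of 66.1 for Foxa1 and 42.4 against 24.7 for Foxa2. Esr1, on chromosome 10 from 4611593 to 5005614, had 539 and 498 counts, a difference within its SD of 176 whose sign changed when the conditions were scaled to equal totals or by the upper quartile. The Esr1 values are for the whole gene, and transcript variants were not analysed here.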

An upregulation of AR expression was also observed in C57.D300.F2 that did not depend directly on a SNP, apparently reflecting a generational impact in the exposed lineage of the C57BL/6J strain.

**Fig 3:**
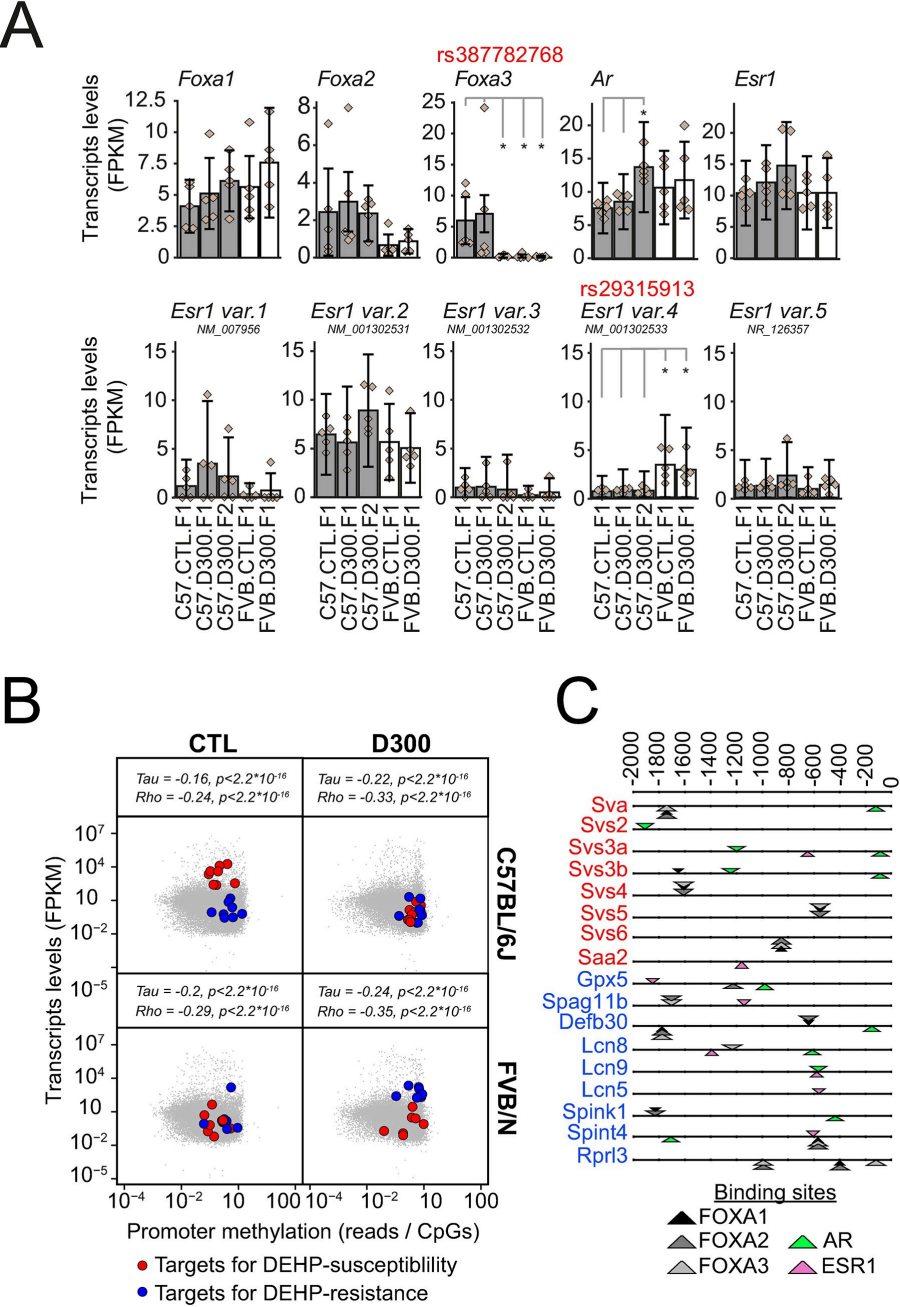
Sexual hormone signaling differs between FVB/N-resistant and C57BL/6J-susceptible strains. (A) Impact of non-synonymous SNP on SHP key players. Expression levels for FOXA1-3 transcription factors, as well as for AR and ESR1, across the five experimental conditions. C57BL/6J-derived data are shown as gray bars and FVB/N derived data as white bars. Error bars represent the CummeRbund computed confidence intervals. Diamonds show the individual FPKM values of the replicates. Data were produced by all RNA-seq. Non-synonymous rs387782768 in FOXA3 and rs29315913 SNP in ESR1 variant 4 were characterized previously [23]. Stars represent statistically significant differences of expression levels according to the non-parametric pairwise Wilcoxon test with Benjamini & Hochberg correction for multiple testing. (B) Promoter methylation and RNA expression in the sperm of the F1 generation of C57BL/6J (up) and FVB/N (down) mice subjected to prenatal exposure to corn oil vehicle (CTL, left) or to DEHP (D300, right) were analyzed in quintuplicates. Promoter methylations were obtained by MBD-seq [11] and were normalized to the number of CpG sites in 2.2 Kb. Correlations were assessed using Kendall’s tau and Spearman’s rho rank correlation tests. Blue points represent the genes showing the pattern of DEHP-resistance involving Gpx5, Spag11b, Defb30, Lcn8, Lcn9, Lcn5, Spint4 and Rprl3, that was absent in the MBD-seq, but without 9230104L09Rik. Red points represent the genes showing the pattern of DEHP-susceptibility involving Sva, Svs2, Svs3a, Svs3b, Svs4, Svs5, Svs6, Spink1 and Saa2, without Pate4 and 950003J23Rik, both absent in MBD-seq. (C) Binding sites for AR (green), ER (pink) and FOXA1-3 transcription factors (black, dark gray and white) detected in promoters of genes associated with DEHP-susceptibility (red names) and DEHP-resistance (blue names). The number of AR (n = 6) binding sites were higher than ER (n = 2) sites in promoters of genes (n = 8) silenced by DEHP in C57BL/6J and associated with susceptibility. Equal numbers of ER (n = 6) and AR (n = 6) binding sites were detected in the genes (n = 9) induced by DEHP in FVB/N and associated with resistance. Binding sites are shown as triangles orientated differently depending on the DNA strands and with thickness reflecting the score. Sequences were extracted from -2000 to 0 bp with gene names from Mus musculus GRCm38. Analysis was performed using the matrix-scan program of Rsat [111].

These results revealed that strain-specific SNP variations affecting key players in the SHP resulted in differences in sperm RNA levels and they may play a role in the observed strain-specific susceptibility to hormonal disruption.

### Effects of DEHP on promoter methylation and on gene expression in the sperm of both strains

Changes in RNA levels observed in sperm upon prenatal exposure to DEHP may involve alteration in epigenetic mechanisms. Among these, aberrant DNA methylation(s) in the male germ cell lineage caused by prenatal DEHP exposure may result in persistent alterations of sperm RNA patterns detectable at adulthood. To test this hypothesis, all-RNA-seq data were merged to previously acquired Methyl-CpG-binding domain sequencing (MBD-seq) data for all conditions tested at F1 also performed in quintuplicates (C57.CTL.F1, C57.D300.F1, FVB.CTL.F1 and FVB.D300.F1) [11]. The first observation is that transcript abundance was negatively correlated with promoter methylation in the sperm, consistent with a repressive impact of promoter-methylation on transcription named silencing (Fig 3B) [112]. Promoter methylation was then tested specifically in the RNA that produced both patterns associated with either DEHP-susceptibility or DEHP resistance (Fig 2C and 2E and Table 1). The targets for DEHP-susceptibility, characterized by DEHP-induced decreased RNA expression levels, were all associated with a DEHP-induced increased promoter methylation in C57BL/6J (Fig 3B). These combined results are consistent with a DEHP-induced epigenetic silencing of the DEHP-susceptible targets identified only in C57BL/6J, as the same targets were not affected by DEHP in FVB/N, neither in their expression, nor in their promoter methylations levels (Fig 3B). The targets for DEHP-resistance, upregulated by DEHP specifically in FVB/N, were also associated, paradoxically, with promoter methylation increases (Fig 3B). 

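The 9 DEHP-resistance RNAs had a median log2 ratio of -0.27 in C57.D300.F1 against C57.CTL.F1, and of 0 with values under 3 counts set to 3. The random lists reached down to -0.45, but were matched on the mean over all 5 conditions, which FVB.D300.F1 raised for these RNAs. None changed by 2 log2 units. Only 2 of them had at least 10 counts in C57.CTL.F1. Gpx5 had 202 counts with vehicle and 199 with DEHP, and Spag11b had 26.6 and 19.5. For the other RNAs both values were under 10 counts, so that a moderate change was not detectable at this depth. The highest ratio was 1.16 for Rprl3, with 3.75 and 9.63 counts, and it was the only difference that exceeded its SD under Cuffdiff's model. Promoter methylation was not analysed here.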

The targets for DEHP-resistance were not affected by DEHP in C57BL/6J, neither in their expressions, nor in their promoter methylation levels (Fig 3B).

We postulated that the decreased expression of androgen-regulated genes in particular may be directly explained by the anti-androgenic activity of DEHP in C57BL/6J, whereas the increased expression of genes in FVB/N may involve an additional pro-estrogenic activity of DEHP. Therefore, the binding sites for both estrogen and androgen signaling systems were analyzed in the promoters of the identified targets for both DEHP-susceptibility and DEHP-resistance (Fig 3C). Results revealed that receptor binding sites for androgen signaling were higher than for estrogen signaling in the promoters of targets for DEHP-susceptibility (Fig 3C), whereas equal numbers of ER and AR binding sites were detected in the promoters of targets for DEHP-resistance (Fig 3C). These results are compatible with anti-androgenic silencing and pro-estrogenic induction of the strain-specific targets.

Overall, these results demonstrate increased promoter methylations in strain-specific affected targets for DEHP-susceptibility in C57BL/6J, and for DEHP-resistance in FVB/N, with differences in the number of ER over AR binding sites found in the promoters of these strain-specific targets.

### Impact of SNPs on strain-specific DEHP-induced sperm RNA changes

SNP variations affecting binding sites for FOXA1-3, AR and ESR1 and transcription factors were investigated in function of the DEHP-mediated, strain-specific sperm RNA changes (Fig 4). Such an approach may allow the identification of alleles associated with either DEHP-susceptibility or DEHP-resistance if several SNPs are co-localized or if various co-localized genes are affected.

**Fig 4:**
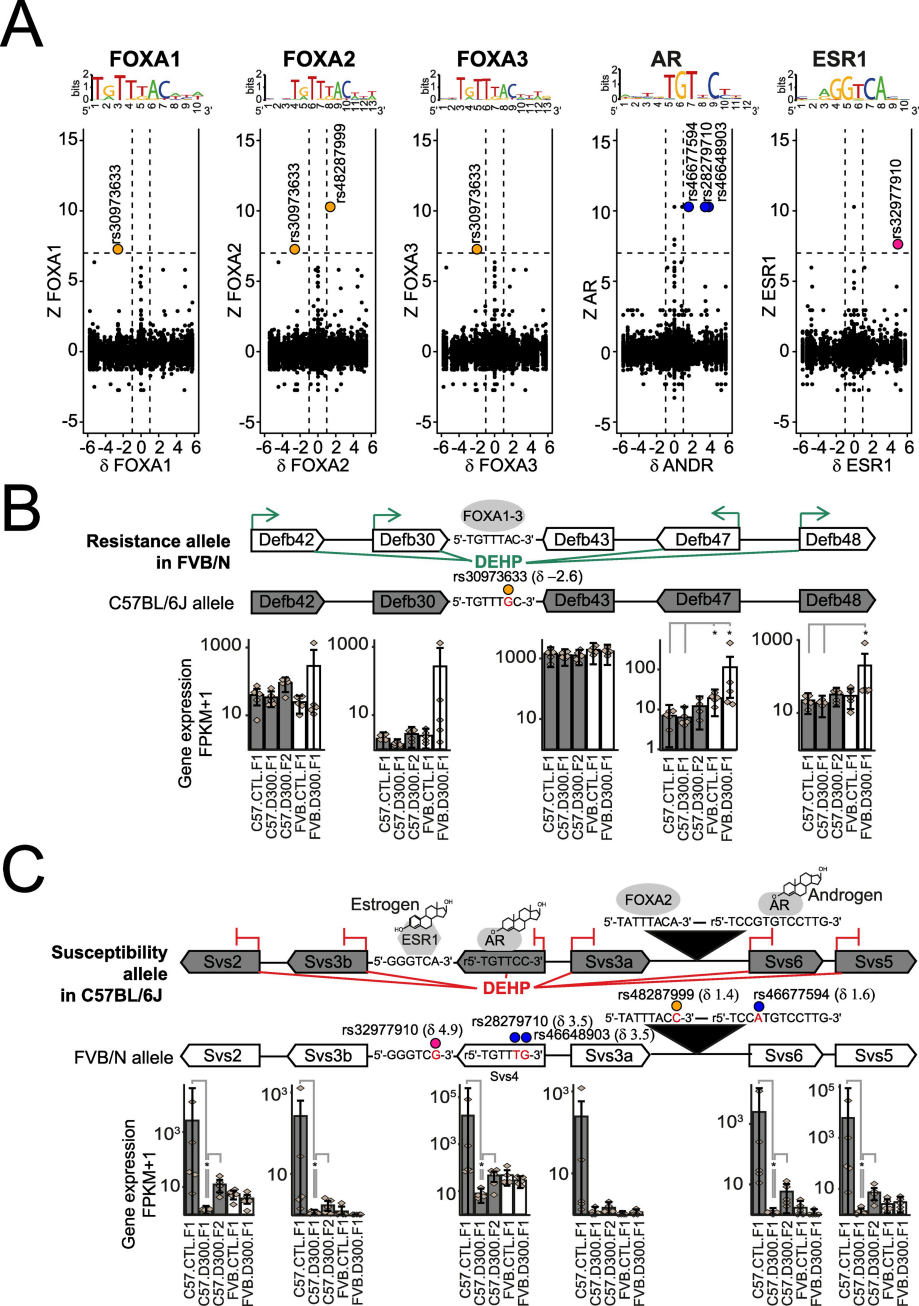
Genome-wide analysis of SNP impacting SHP motifs in function of strain-specific dysregulation of male germ cell RNAs. (A) Genome-wide analysis of DEHP-induced and strain-specific transcriptional changes (Z) in the function of strain-specific binding site (δ) for FOXA1, FOXA2, FOXA3, AR and ESR1. Z = log2 (FPKM _FVB.D300.F1_ / FPKM _FVB.CTL.F1_)—log2 (FPKM _C57.D300.F1_/ FPKM _C57.CTL.F1_). δ = score _C57BL/6J_ –score _FVB/N_. The corresponding logos above each graph represent the tested motif. Dashed lines represent thresholds. (B) FVB/N-specific DEHP-induced increased expression in the β-defensin loci associated with an FVB/N-specific FOXA1-3 binding motif due to rs30973633. Upon prenatal exposure to DEHP, increased expression levels are recorded for Defb42, Defb30, Defb47 and Defb48, but not for Defb43 in FVB/N, without changes in C57BL/6J. (C) C57BL/6J-specifc DEHP-induced expressional changes in the Svs loci associated with C57BL/6J-specific binding sites for AR, ESR1 and FOXA2 due to SNPs rs28279710, rs46648903, rs46677594, rs32977910 and rs46677594. In utero exposure to DEHP resulted in decreased expression across all Svs genes in C57BL/6J with no change in FVB/N. (BC) Delta values in parentheses represent score differences between both alleles for the respective motif, taking the SNP into account. Stars represent statistically significant differences of expression levels, according to the non-parametric pairwise Wilcoxon test with Benjamini & Hochberg correction for multiple testing. In part C, statistically significant differences between both strains are not shown.

A total of 6 SNPs showed the highest combined impacts on both the strain-specific transcriptional changes induced by prenatal exposure to DEHP measured with Z values, as well as on SHP-motifs specificities measured with δ values (Fig 4A).

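Z was computed from the estimated counts with 1 added to each, where the paper's methods add 0.1 to FPKM. It was the log2 ratio of FVB.D300.F1 to FVB.CTL.F1 minus that of C57.D300.F1 to C57.CTL.F1. Of 24293 genes, 29 had a Z above 7, and 18 of these are in Table 1. A fall of at least 2 log2 units in C57BL/6J contributed to 13 of them and such a rise in FVB/N to 17. Svs5 had the highest Z at 14.57, followed by Spink1 at 12.90. Svs4 had 10.31, Svs3b 8.78 and Defb30 8.54. The 11 genes above 7 outside Table 1 were Lcn10, 9530053A07Rik, Cst12, Cst11, Adam28, Defb12, Muc5b, Lcn6, Clpsl2, Gm6792 and A630095E13Rik. The 1 gene below -7 was Gm2083, at -8.71, whose model coefficient of variation was 0 in C57.D300.F1 and in FVB.D300.F1. With a threshold of 5, 56 genes lay above it and 2 below its negative. With 10 counts added, 15 genes lay above 7 and 0 below -7. The motif scores of the SNPs were not analysed here.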

We were able to identify rs30973633 as affecting a binding motif for all FOXA1-3 transcription factors in that this motif is present in the FVB/N and absent in the C57BL/6J allele. Moreover, the FVB/N-specific binding motif is associated via a probable DEHP-mediated induction of FOXA1-3 (Fig 3A), with the activation of various beta-defensins localized around rs30973633 (Fig 4B and Table 2). 

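With DEHP, the count of Foxa1 in FVB/N rose by 0.92 log2 units to 451 counts. This difference of 212 counts exceeded its SD under Cuffdiff's model, which was 135. Foxa2 reached 22.1 counts, a log2 ratio of 0.39, and its difference of 5.46 counts lay within an SD of 11.6. Foxa3 had 2.86 counts with vehicle and 1.60 with DEHP in FVB/N. A decrease was not detectable at this depth, and no rise past 3 counts was seen. In C57BL/6J the log2 ratios with DEHP were 0.55 for Foxa1, -0.45 for Foxa2 and -0.56 for Foxa3, each within its SD.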

Precisely, prenatal exposure to DEHP induced increased expressions in *Defb42*, *Defb30*, *Defb47* and *Defb48*, but not *Defb43*. None of these genes were affected in their expression after prenatal exposure to DEHP in C57BL/6J (Fig 4B). This DNA region displaying an FVB/N specific induction of RNA expression combined with an FVB/N specific binding site for FOXA1-3 was defined as an “FVB/N resistance allele” to prenatal DEHP exposure.

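Defb30, on chromosome 14 from 63034087 to 63049960, increased from 7.18 counts in FVB.CTL.F1 to 1829 in FVB.D300.F1, or 255-fold. Defb42 increased from 87.5 to 1130.2 counts (log2 ratio 3.68), Defb48 from 74.7 to 529.7 (2.81) and Defb47 from 31.9 to 190.4 (2.54). Defb43 had 4447 counts with vehicle and 4133 with DEHP, a log2 ratio of -0.11. The increases of Defb30, Defb47 and Defb48 exceeded their SD under Cuffdiff's model, and that of Defb42, 1043 counts, lay just within its SD of 1076. Adding 10 counts in place of 1 moved the log2 ratio of Defb30 from 7.81 to 6.74. Beta-defensins at other loci also increased in FVB/N, among them Defb20 on chromosome 2, from 27.9 to 1598 counts, and Defb18 on chromosome 1, from 64.2 to 668 counts.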

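In C57BL/6J, the log2 ratios of C57.D300.F1 to C57.CTL.F1 were -0.74 for Defb30, -0.30 for Defb42, -0.25 for Defb43, -0.17 for Defb48 and -0.15 for Defb47. Defb30 had only 5.88 and 3.12 counts in these conditions, and Defb47 had 10.1 and 9.06. Defb42 decreased from 139.9 to 113 counts, and Defb43 from 2993 to 2510.2. Each of the 5 differences lay within its SD under Cuffdiff's model, which for Defb42 was 48.5 counts against a difference of 26.8. In C57.D300.F2 the counts were 11.7 for Defb30 and 309 for Defb42.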

**Table 2:** SNP affecting dysregulated targets by disrupting the binding sites for FOXA1-3, AR and ESR1.

Snp	ref.seq (C57BL/6J)	alt.seq (FVB/NJ)	δ	δ.rev	ref	ref.rev	alt	alt.rev	gene	distance
**FOXA1_MOUSE.H11MO.0.A (threshold to p-value: 8.11 for p<0.0001).**										
rs30973633	TGTTTGCACA	TGTTTACACA	-2.60	-3.48	7.72	0.00	10.32	3.48	Defb30	10446
**FOXA2_MOUSE.H11MO.0.A (threshold to p-value: 8.13 for p<0.0001).**										
rs48287999	CACTATTTACAAT	CACTATTTACCAT	1.39	0.00	8.16	0.00	6.76	0.00	Svs4	25871
rs30973633	AGATGTTTGCACA	AGATGTTTACACA	-2.60	-2.22	6.25	0.00	8.86	2.22	Defb30	10446
**FOXA3_MOUSE.H11MO.0.A (threshold to p-value: 8.10 for p<0.0001).**										
rs30973633	GATGTTTGCACAT	GATGTTTACACAT	-1.99	-1.47	6.73	0.00	8.73	1.47	Defb30	10446
**ESR1_MOUSE.H11MO.1.A (threshold to p-value: 7.80 for p<0.0001).**										
rs32977910	CTGGGTCACA	CTGGGTCGCA	4.94	0.00	8.37	0.00	3.43	0.00	Svs3b	8536
**AR_MOUSE.H11MO.1.A (threshold to p-value: 8.02 for p<0.0001).**										
rs28279710	CAGGAACAGGGA	CACGAACAGGGA	0.00	3.50	0	8.41	0	4.907	Svs4	0
rs46648903	CAGGAACAGGGA	CAGAAACAGGGA	0.00	3.59	0	8.41	0	4.825	Svs4	0
rs46677594	CAAGGACACGGA	CAAGGACATGGA	0.00	1.60	0	8.12	0	6.524	Svs4	26567

“Ref”: the reference strain C57BL/6J. “Alt”: the alternative strain FVB/NJ. “Rev”: the reverse strand. The score differences between the alternative and the reference is reported as δ, similarly δ.rev for the reverse strand. Underlined letters in sequences correspond to the SNP in the allele with the lowest δ or δ.rev score. The distance from the nearest gene is in base pairs and the official gene symbol is reported.

The second result was the identification of 5 SNP-dependent binding motifs co-localized in the same DNA region encoding the *Svs* genes (Fig 4C). All these SNP-dependent binding motifs were specific to the C57BL/6J allele. More precisely, in the latter, an AR binding site in *Svs4* was affected by two different SNPs (rs28279710 and rs46648903), another AR binding site between *Svs3a* and *Svs6* was affected by rs46677594, an ESR1 binding site upstream of *Svs3b* was affected by rs32977910, and a FOXA2 binding site between *Svs3a* and *Svs6* was affected by rs48287999. All these SNP-dependent binding sites were thus specific of the C57BL/6J allele and all the corresponding genes were silenced by DEHP in C57BL/6J only (Fig 4C and Table 2). This region was defined as the “C57BL/6J susceptibility allele” to prenatal exposure to DEHP.

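Svs5, on chromosome 2 from 164332740 to 164334396, had 48670.3 counts in C57.CTL.F1 and 1.86 in C57.D300.F1, at least 16223-fold fewer. Svs2 decreased from 54433 to 11.2 counts, or 4877-fold, and Svs4 from 63518 to 28.8, or 2205-fold. Svs6 had 12518 counts with vehicle and 0.563 with DEHP, at least 4173-fold fewer. The inverted duplicates Svs3a and Svs3b had 2248 and 2559.9 counts with vehicle and both were under 3 counts with DEHP. Reads could have been split between these paralogs, and the log2 ratio of their summed counts was -10.27. Among the 6 genes, Svs3a and Svs3b were those whose decrease exceeded its SD under Cuffdiff's model. For Svs4 the decrease of 63489 counts compares with an SD of 471701. In FVB/N, Svs4 had 199.8 counts with vehicle and 119 with DEHP, and Svs2 had 72.1 and 45.0, log2 ratios of -0.74 and -0.67. These decreases slightly exceeded their SD, as for Svs4, with 80.8 against 70.7 counts. Svs5 had 7.47 and 11.1 counts in FVB/N, and Svs3a, Svs3b and Svs6 were under 3 counts in both conditions, so no change could be read for them. In C57.D300.F2, the counts were 201 for Svs2, 168 for Svs4 and 54.2 for Svs5.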

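The 5 beta-defensin genes lie on chromosome 14 between 62977524 and 63058149, a span of 80.6 kb. The 6 Svs genes lie on chromosome 2 between 164235929 and 164334396, a span of 98.5 kb. At a threshold of 2 log2 units, 4 of the 5 beta-defensin genes increased with DEHP in FVB/N and 0 changed in C57BL/6J, and all 6 Svs genes decreased in C57BL/6J. These counts were the same with each of the other scalings, pseudocounts and filters tried for both loci. In FVB/N, 0 Svs genes changed, and 2 did with a pseudocount of 0.1, where values under 3 counts enter the ratio.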

To summarize, the genome-wide analysis performed resulted in the characterization of the FVB/N resistance allele, involving 4 out of 5 beta-defensins, with all induced by DEHP in FVB/N only, as well as a C57BL/6J susceptibility allele encoding 6 *Svs* genes that were all silenced by DEHP in C57BL/6J only.

### CpG methylation analysis in C57BL/6J-susceptibility allele combined with quantifications of the semenogelins (SEMG) production in sperm

Two independent targeted methods were applied to validate the previous findings on the susceptibility allele of C57BL/6J (Fig 5A). First, measures of CpG methylation levels were performed using bisulfite pyrosequencing in the promoters of both *Svs2* and *Svs3ab* (Fig 5B). Second, expression levels of SEMG1 and SEMG2 proteins encoded by *Svs2* and *Svs3ab*, respectively, were analyzed by Western blots (Fig 5C and 5E). DNA and protein samples required for these analyzes were extracted by sequential precipitations from the TRIZOL interphase and organic phase that remain in frozen sperm samples after RNA extraction.

**Fig 5:**
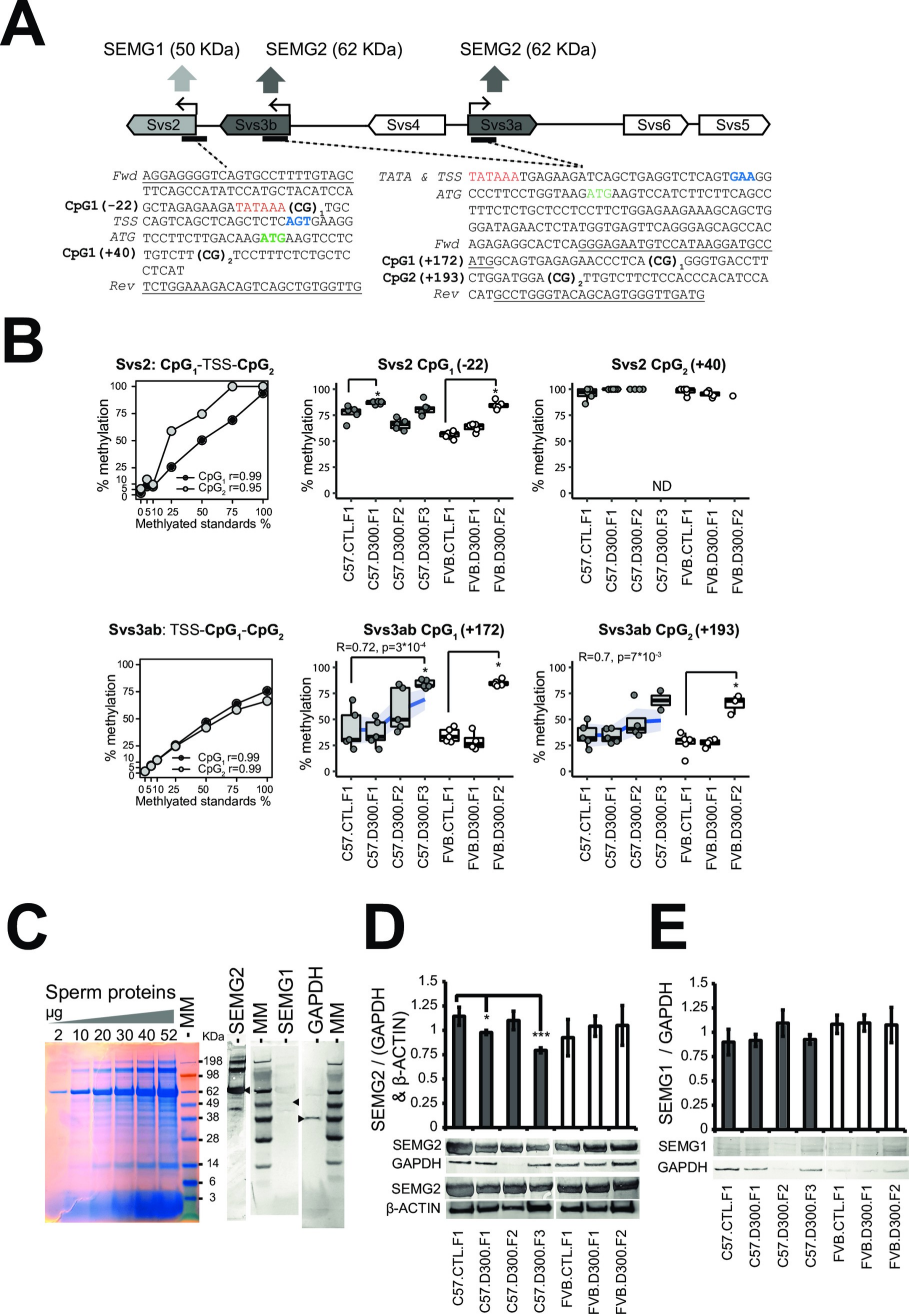
Quantifications of SEMG1-2 combined with measurements of CpG methylation levels in the Svs2 and Svs3ab promoters. (A) Design of bisulfite pyrosequencing assays to measure CpG methylation levels in the promoters of Svs2 encoding SEMG1 and Svs3a/Svs3b encoding SEMG2. Svs3a and Svs3b duplicated-inversed genes are named Svs3ab in part B. The binding sites for the forward and the biotinylated reverse primers used for the bisulfite pyrosequencing experiments are underlined in both original sequences. Two CpG sites were tested in both promoters and numerated CpG_1_ and CpG_2_. TSS: transcriptional start site as the +1 coordinate’s reference in blue. ATG: translational starts in green. TATA: tata boxes in red. (B) CpG methylation levels in both Svs2 and Svs3ab promoters were validated using a pre-mixed calibration standard (0, 5, 10, 25, 50, 75 and 100% Fig 5B and then measured in sperm-extracted DNA under each experimental conditions using bisulfite pyrosequencing in quintuplicates. *Increased methylation levels were found in three of four CpG sites of both promoters in both backgrounds in the DEHP exposed filiations compared with their respective controls; Svs2-CpG_1_ in C57.D300.F1 and in FVB.D300.F2 (both p<10^−2^); Svs3ab-CpG_1_ in both C57.D300.F3 and in FVB.D300.F2 (both p<10^−3^); Svs3ab-CpG_2_ in FVB.D300.F2 (p<0.04). Note that methylation levels in the C57BL/6J background correlated positively with the ordered generations in both sites tested in Svs3ab. Each point represents a measure obtained in one mouse. Some measurements did not reach quintuplicates due to full consummation of the DNA samples. (C) Electrophoresis of total sperm protein and Western blots analysis revealed that SEMG2 (62 KDa) is the major protein fraction in sperm. (D) Western blot quantifications revealing decreased SEMG2 in sperm of C57.D300.F1 (p<0.04) and C57.D300.F3 (p<0.004) compared with C57.CTL.F1. Normalization was performed relative to GAPDH (37 KDa) and β-ACTIN (42 KDa). No changes of SEMG2 were recorded in FVB/N. (E) SEMG1 (50 KDa) levels were low and unchanged across the different conditions tested.

The bisulfite pyrosequencing results demonstrated increased methylation levels in three of four CpG sites localized in promoters of both *Svs2 and Svs3ab* in each of the exposed lineages affecting different generations (*Svs2*-CpG_1_ methylation increased in C57.D300.F1 and in FVB.D300.F2; *Svs3ab*-CpG_1_ methylation increased in both C57.D300.F3 and in FVB.D300.F2; *Svs3ab*-CpG_2_ methylation increased in FVB.D300.F2), whereas *Svs2* CpG_2_ was always fully methylated (Fig 5B). Methylation levels in both CpG sites of *Svs3ab* promoter were also increased gradually across the exposed lineage in C57BL/6J as revealed by correlations analyses (Fig 5B). Electrophoresis of total protein extracts combined with Western bolt revealed that SEMG2 is the most expressed proteins in sperm samples, whereas SEMG1 was detected at very low levels (Fig 5C). Western blot quantifications revealed decreased SEMG2 specifically in the exposed linage of C57BL/6J at F1 and F3, without changes in FVB/N (Fig 5D). SEMG1 levels were unchanged across the different conditions tested in both backgrounds (Fig 5E).

Overall, the DEHP-induced increased methylation levels recorded at the promoters of *Svs3ab* in the exposed lineage of the strain C57BL/6J were compatible with the observed decreases of SEMG2 expression in C57.D300.F1 and C57.D300.F3 conditions (Fig 5D). In addition, the results provide a molecular explanation for the DEHP-induced transgenerational decrease in sperm velocities recorded in the C57BL/6J lineages (Fig 1D, VAP, VCL and VSL). The latter might be due to the transgenerational inheritance of decreased SEMG2 production mediated by increased promoter methylation in *Svs3ab*. Indeed, it is recognized that a fundamental physiological function of semenogelins is the control of sperm motility [113]. DEHP effects on *Svs3ab* in C57BL/6J strain are coherent with the general consensus, showing an increased methylation, a decreased RNA transcription, and a decreased level of the corresponding protein, SEMG2. DEHP effects on *Svs2* in this same strain are also coherent, showing an increased methylation in the promoter of *Svs2* and a decreased transcription of *Svs2* gene. The absence of effect on the corresponding protein, SEMG1, might be due to technical difficulties associated with the low level of this protein. The results obtained in the FVB/N strain were also coherent with the lack of effect of DEHP, except for the increase in both promoter methylation observed in F2 offspring.

## Discussion

C57BL/6J mice prenatally exposed to DEHP present anti-androgenic and pro-estrogenic symptoms, whereas FVB/N mice are phenotypically clearly unaffected (Fig 1). Both SNP affecting directly SHP (rs29315913 and rs387782768) were found to be functional (Fig 3). First, rs29315913 affects the ligand-binding domain of one of the five ESR1 proteins by replacing glycine 447 for a valine due to a C to A conversion in FVB/N [23]. Consequently, NM_001302533 RNA is more expressed in FVB/N. Second, rs387782768 is associated with the absence of FOXA3 in FVB/N (Fig 3A).

### FVB/N resistance to DEHP

In FVB/N, a pro-estrogenic impact of DEHP mediated by ESR1 variant 4 (NM_001302533) was detected. NM_001302533 was more expressed in FVB/N containing the SNP-affected ligand binding domain (Fig 3A) and a 3-fold higher number of ESR1 binding sites was detected across promoters of FVB/N-specific targets (Fig 3C). The involvement of ER in DEHP-mediated toxicity has been reported previously [114]. The pool of targets associated with resistance to DEHP in FVB/N were previously involved in sperm resistance mechanisms (Table 1), against bacterial infections or innate host defense (*Defb30*, *Spag11b*), in protective mechanisms against oxidative stress (*Gpx5*), and in the clearance of exogenous compounds (*Lcn5*, *Lcn9*, *Lcn5*) [44, 115] in accordance with previously reports [116, 117]. We identified a FVB/N-specific binding motif associated with a DEHP-induced induction in loci encoding several β-defensins (Fig 4B). Precisely, rs30973633 was shown to add a FOXA1-3 putative binding motif in the FVB/N allele encoding various beta-defensins overexpressed by DEHP specifically in that strain, with a positive impact of DEHP exposure on FOXA1-3 transcript levels. β-defensins have been shown to play a dual role in the sperm, protecting the sperm from bacterial infections, but also acting in a positive manner on sperm motility [118–124].

### C57BL/6J susceptibility to DEHP

In C57BL/6J, the prenatal exposure to DEHP affected all CASA parameters (Fig 1D), reflecting perturbations of SHP such as for the decreased AGD [5], in consistency with meta-analyses [6]. Decreased sperm counts are most probably a consequence of alterations in the proliferation of the fetal male germ cell precursors in the gonadal differentiation period at the time of exposure, or decreased proliferation of Sertoli cells [125]. Decreased testis weight may be due to an alteration in the initial proliferation of all or any gonadal cells lineages or may also involve a long-term pro-estrogenic impact [126]. Interestingly, ER knock-out mice were infertile and showed increased fluid pressure within testes due to the accumulation of the fluid at its production site with decreased sperm counts [127]. Overall, DEHP-mediated anti-androgenic and pro-estrogenic symptoms that remain poorly understood were detected in C57BL/6J, but absent in FVB/N, consistent with an intrinsic resistance of the strain to this recognized endocrine disruptor (Fig 1A and 1B).

In the susceptible C57BL/6J background, initial prenatal exposure to DEHP induced an intergenerational inheritance of anti-androgenic and/or pro-estrogenic symptoms, as well as a transgenerational inheritance of decreased sperm velocity affecting all generations tested up to F3 (Fig 1C and 1D). Importantly, the multigenerational impact found in the C57BL/6J exposed lineage cannot be formally proved in the present study. Indeed, the experimental design lacks F2 and F3 control conditions in both backgrounds, i.e. “FVB.CTL.F2”, “C57.CTL.F2” and “C57.CTL.F3”. This was due to the priority that was given to perform comparisons between both strains. However, the DEHP-induced transgenerational transmission of decreased sperm velocities recorded in the exposed C57BL/6J seems to be consistent when compared with stable levels recorded for the same parameters in the exposed lineage of the FVB/N strain (Fig 1B and 1D). Previous reports strongly suggest that DEHP may trigger pro-estrogenic and anti-androgenic effects in a multigenerational manner, at least in some strains of mice and rats. Transgenerational inheritance induced by prenatal exposure to DEHP was previously established for cryptorchidism and testicular germ cell in CD-1 outbred mice and Sprague Dawley rats [128, 129], for altered estrous cyclicity and decreased folliculogenesis in female CD-1 mice prenatally exposed to DEHP or to environmentally relevant phthalate mixture [130–133]. Targets for DEHP-susceptibility (Fig 3B and 3C) are the androgen-dependent *Saa2*, the serine peptidase inhibitor Kazal type 1 *Spink1*, the poorly described *9530003J23Rik*, as well as the androgen-dependent *Sva*, *Svs2*, *Svs3a*, *Svs3b*, *Svs4*, *Svs5*, *Svs6* and *Pate4* genes (Table 1). Previous independent reports showed a downregulation of S*vs5* in the fetal testes of Sprague-Dawley outbred CD rats exposed *in utero* to 750 mg/kg per day of DEHP during E12-19 in association with reduced AGD [134]. Targets were silenced by methylation of their promoters (Fig 3B) that contained AR binding sites, notably in *Sva*, *Svs2* and *Svs3ab* (Fig 3C). In addition, the targets exerted a direct impact on sperm motility (Table 1). The analysis revealed SNPs (rs28279710, rs46648903, rs46677594, rs32977910, rs48287999) affecting sexual hormone-binding sites specific to C57BL/6J and co-localized in the DNA encoding *Svs2*, *Svs3ab*, *Svs4*, *Svs6* and *Svs5* genes. The SNPs may explain the strain-specific DEHP response by rendering the allele more responsive to SHP in C57BL/6J compared with FVB/N (Fig 4C). In C57BL/6J, an apparent DEHP-induced transgenerational inheritance of decreased sperm velocity (Fig 1D) was induced by *in utero* exposure to DEHP and correlates with both silencing of the *Svs3ab* gene (Fig 5B) and the decreased production of SEMG2 (Fig 5D). Among genes encoded by the susceptible allele, *Svs2* encoding SEMG1 and *Svs3ab* encoding SEMG2 are responsible for the production of the two most abundant proteins in sperm known to regulate sperm motility [135].

In conclusion, prenatal exposure to the anti-androgenic DEHP molecule induces intergenerational and transgenerational alterations observed in a susceptible mice background, but not in a resistant mice strain. We found converging evidence for strain-specific, SNP-mediated alterations in androgen-regulated sperm transcripts in association with the alteration of male fertility parameters transmitted across several generations in C57BL/6J. This transmission may be mediated by the epigenetics of the paternal DNA having escaped the erasure-reprogramming system or by other spermatozoa-dependent unknown mechanisms. Biological support for transmission across generations may also involve dysregulated sperm RNA. However, injections of sperm RNA into fertilized oocytes, technically difficult, would be required to formally prove their transmission of the phenotype. We observed that strain-specific genomic variations may confer complex resistance mechanisms. SNPs were identified as associated with the strongest DEHP-induced specific changes in the germ cell content of RNAs coding for proteins required for sperm motility. Finally, the relevance of these findings for humans remains to be investigated. By extrapolation, the results suggest that human embryos exposed to DEHP may not be equally affected in their future reproductive health. According to our findings in mouse, unequal human susceptibility to prenatal exposure to DEHP should first imply genomic variations affecting directly SHP and SNP located in androgen responsive element (ARE). SNP located in ARE, as well as in FOXA1 and ERG binding sites in Human were enriched in prostate cancer susceptibility loci [136], whereas MEHP may advance the progression of prostate cancer through activating the hedgehog pathway [137]. If the purpose is to assess the impact of DEHP on Semenogelin production in human semen, SNP characterized as a quantitative trait loci (eQTL) for SEMG1 and/or SEMG2 should be taken into account. No eQTL are reported for *SEMG2* according to the GTEx portal, whereas 181 eQTL were present in *SEMG1*. Among these eQTL, SNP Rs2233896 introduced a missense in *SEMG1* affecting its expression with a minor allele frequency at 10%, and could therefore represent a good starting candidate. This study shows how mouse genomic variations may be associated with complex resistance mechanisms to prevent the inter- and transgenerational inheritance of altered male fertility parameters. More fundamentally, this study presents a good model to better characterize the array of endocrine signaling and target genes involved in the male reproductive function.

## Materials and methods

This study was approved by the Ethics Committee for Animal Experimentation of the University of Geneva Medical School (Geneva, Switzerland) and by the Geneva Cantonal Veterinarian Office (permit reference: G61/3918) under the licenses GE/9/15 from February 2015 to August 2016 and GE/115/16 since 2017.

All resources used in the present work are given with the Resource Research Identifiers (RRID) number when possible, as recommended by NIH guidelines (https://scicrunch.org/). All the metadata generated in the study were deposited in a publically-available registry for transparency purposes. The data have also been deposited in the NCBI Gene Expression Omnibus [138] as GEO series accession number GSE107839. Files were converted by NCBI to Sequence Read Archive (SRA) files. We reused 10 samples from the previous GEO series accession number GSE86837. The MBD-seq data were reused from the GEO series accession number GSE67159. The analysis of SNPs impacting on hormonal binding motifs in the function of strain-specific RNA responses in male germ cells was deposited in the Mendeley repository (https://data.mendeley.com/datasets/3s94xbbtjx/draft?a=10be535a-1801-4805-977a-1b8d83b058f7).

### Experimental mice model

C57BL/6J (Charles River France, RRID:IMSR_JAX:000664) and FVB/N (Charles River Germany, RRID:IMSR_CRL:207) mice were maintained at the animal Core Facility of the University of Geneva Medical School in standard plastic housing cages with *ad libitum* access to food (RM3, SDS Dietex, France) and water, with a 12:12 light cycle. The equipment used at the animal Core Facility of the Geneva Medical School is from Iffa Credo, which became Charles River since 1986. Cages are principally constituted with either polypropylene (example cage “S”, ref 081 201) or polycarbonate (example cage “S”, ref 081 203). The cover is a stainless steel grid (AISI 304). The bottles are made of rigid polypropylene (example, bottle, ref 088 513) with a stainless steel conical top (example, conical top, ref 088 531). DEHP is never mentioned in the compositions of these products and that material is not suspected to contain DEHP or other phthalates; DEHP is present principally in flexible PVC. However, we cannot exclude traces of DEHP or other phthalates in the animal Core Facility. If DEHP is present in the cages and in the bottles, its level should be very low, otherwise the material would be flexible. Moreover, the levels of DEHP contaminations through the equipment used at the animal Core Facility should be the same across the different experimental conditions, and cannot explain the phenotypical differences observed across these conditions. The ARRIVE checklist for this study is provided (S3 Table).

### Prenatal exposure to DEHP and filial generations

One male and one female were mated in the same cage during the night and the presence of a copulatory plug the next day was considered as embryonic day 1 (E1). Prenatal exposure was performed daily from E9-19 covering the sexual differentiation period of the embryos by *per os* injections, using a micro-pipette, of 20 μl fixed volume into the mouth cavity of restrained pregnant female mice. Corn oil delivery vehicle for fat-soluble compounds (Sigma, C8267) was injected in controls (CTL) and 1.15 M DEHP (Fluka-Sigma, DEHP, 80030) diluted in corn oil was injected in exposed mice (D300). The dose of DEHP (CAS No. 117-81-7) was calculated for an estimated mouse weight of 30 g and corresponded to 300 mg of DEHP per kg of mice per day. F1 males prenatally exposed to DEHP were crossed with newly-ordered females of the respective backgrounds to produce F2. The third filial generation (F3) was obtained in the C57BL/6J background only by crossing F2 males with newlyordered females. The experimental design is shown (Fig 1A and 1C).

### Computer-assisted sperm analysis and RNA extraction from spermatozoa

Sperm samples were extracted from 100 days of life age-standardized males. The left and right cauda epididymides of each mouse were cleanly dissected and deposited in a petri dish (Falcon, 351008) filled with a pre-warmed 1 ml M2 medium (Sigma, M7167). Epididymides were incised to allow the sperm to swim out during 10 min at 37°C. Sperm suspensions were transferred in a 100 μm-deep homemade chamber placed on a stage warmer to maintain the temperature at 37°C during the CASA process (Minitherm, Hamilton Thorme Lac, Beverly, MA, USA). Observations were made with a 4X phase contrast Objective (Olympus, RMS4X) at a final magnification of 40x with fixed parameters. For each sample, a minimum of 400 sperm cells tracks were captured at a rate of 25 images per sec. In parallel, 900 μl of sperm suspension were collected without tissue debris and centrifuge to pellet the sperm. RNA extraction was then performed using TRIZOL according to the manufacturer’s recommendations and including glycogen as carrier (Invitrogen, UltraPure Glycogen, Carlsbad, CA, USA). Elution was in 20 μl water (Bioconcept, Water for Molecular Biology DNA/DNAse/RNAse free) and samples were snap-frozen and conserved at -80°C.

### Estimation of the purity of spermatozoa samples

The purity of spermatozoa used to extract RNA was assessed before the procedure by visualizing sperm under a contrast-phase microscope during the CASA process. After RNA sequencing, the purity of sperm RNAs was assessed by read length distributions as corresponding to the profile of mature sperm RNA signatures, involving a peak at 22 for microRNA and a peak at 32 nucleotide for tRNA-derived small RNAs [139]. The read length distribution of all samples is reported (S1 Fig).

### Preparation of all-RNA-seq libraries and sequencing

All-RNA-seq was performed as previously described [13]. RNA molecules were treated to be compatible with adapter ligation following a protocol developed by Fasteris SA (Geneva, Switzerland), resulting in RNA molecules carrying a 5'-monophosphate extremity and a free 3’-hydroxyl group independent of their starting differences (Fig 2A). Libraries were prepared using the TruSeq small RNA kit (Illumina Inc., San Diego, CA, USA) and sequenced on a HiSeq 2500 (Illumina Inc.). Base calling was performed using HiSeq Control Software 2.2.58, RTA 1.18.64.0 and CASAVA-1.8.2.

### All-RNA-seq reads mapped to mm10 genome and differential quantification

Fastq files were processed on a Linux workstation (Ubuntu 14.04 LTS) and on the “Baobab” high performance computing cluster of the University of Geneva. The analysis was performed using TopHat and Cuffdiff [140]. Quality control of the sequencing process was performed with fastqc ensuring >Q28 in the quality control report for all reads. RA3 adapter sequence was clipped from fastq files and the minimum reads size was settled at 18 pb. Reads were mapped to the mm10 mouse genome using TopHat with appropriate strand-specificity options activated ($ tophat -p 16 -G genes.gtf—library-type fr-secondstrand -o genome reads.fastq). BAM files were indexed and sorted with samtools and reads statistics were computed to summarize the mapping process (S1 Table). Quantifications were performed using TopHat.

### Hierarchical cluster analysis and heat map representation

Hierarchical cluster analysis was performed in R with iterative tests involving the diffData function of CummeRbund [141]. A two-dimensional graphical false-color image representation (heatmap) of the gene expression data was produced in R using the heatmap.2 function of the gplots package (Fig 2B) [142].

### Analysis of pathways

Selected genes were tested for enrichments using STRING [143, 144]. The analysis was performed online (http://string-db.org/) with the list of official gene symbols and selecting the “*Mus musculus*” organism. The minimum required interaction score was set at the highest confidence level (0.9). A significant enrichment was defined based on a false discovery rate (FDR) <0.01. The representative enrichment per category are reported (S2 Table).

### Expression of identified targets in germ cell subtypes

Expression of genes across male germ cell subtypes came from a previously published independent study [15]. Primary spermatocytes and haploid round spermatids were isolated from B6129SF2/J mice at 8–9 weeks, whereas spermatogonia were isolated from testis of 4–8 days postpartum mice using enzymatic digestions of decapsulated testis combined with sedimentation techniques. In our previous study, enriched germ cell populations were analyzed using the microarrays “A-AFFY-45” (Affymetrix GeneChip Mouse Genome 430 2.0). The data were deposited in the ArrayExpress database archived in the European Bioinformatics Institute under the accession number “E-TABM-130”. Data were uploaded and integrated in our analysis (Fig 2G).

### Combined promoter methylation and RNA expression analysis

All-RNA-seq and MBD-seq data available for all four lineages at F1 were merged by gene symbol in R software separately for both strains (Fig 3B). For each gene, the promoter is defined as the region spanning 2000 bp upstream of the gene’s 5’-end to 200 bp downstream. Its methylation level is measured as the number of reads obtained in a 2.2 kilobase probed region divided by the number of CpG in the tested region [11].

### Detection of binding sites for the sexual hormone signaling performed in the promoters of the identified targets

Binding sites for FOXA1-3, ESR1 and AR were detected in promoters from -2000 to 0 bp among the selected targets using Rsat [111] (Fig 3B). Briefly, promoter sequences were extracted from *Mus musculus* GRCm38 using a list of official gene names and an analysis was performed using the matrix-scan full option with the same HOCOMOCO position weight matrices (PWM) used afterwards [145].

### Genomic variation between FVB/N and C57BL/6J strains

Sequencing and characterization of the FVB/N strain compared with the reference C57BL/6J strain was performed by others [23]. This study generated a catalogue of the major genomic variations specific to FVB/NJ strains corresponding to the FVB/N strain imported into the Jackson Laboratory. When possible, SNPs were verified between both strains analyzed (FVB/N and C57BL/6J) using the all-RNA-seq mapped reads on the IGV and showed concordant genotypes compared with the FVB/NJ and C57BL/6J strains in Wong et al [23] (S2 Fig).

### SNP-dependent hormonal binding motifs analyzed in function of strain-specific RNA responses to DEHP exposure

Bioinformatic approaches were used to assess strain-specific SNP affecting binding sites for hormonal controls and genes strain-specifically dysregulated by prenatal exposure to DEHP on genome-wide scale. The R packages and libraries “VariantAnnotation” [146], “Biostrings” [147], “BSgenome.Mmusculus.UCSC.mm10” [148] and “EnsDb.Mmusculus.v79” [149] were required for the analysis. 5’556’605 FVB/NJ SNP variations compared with C57BL/6J were uploaded from the FTP site of the Sanger Institute and filtered to 4’823’906 of high quality. Filtrated SNPs between both strains were used to reconstruct C57BL/6J and FVB/NJ strain-specific alleles with sizes of sequences equal to two times the size of HOCOMOCO position weight matrices (PWM) for mouse AR (named ANDR in the HOCOMOCO PWM and replaced by AR in the present text for simplification purpose), ESR1 and FOXA1-3 [145]. The “matchPWM” function in R was used to computed strain-specific identification scores based on the SNP and the respective scores were reported for the reference (C57BL/6J = ref) and the alternative (FVB/NJ = alt) alleles in both the reverse complement and the positive strand [150]. The results were annotated reporting the distance and the name of the most proximal genes from the SNP-dependent motifs. Genome-wide statistical significances of SNP-dependent detected motifs were based on the HOCOMOCO threshold to p-value relationships. Tables were created with the resulting detected SNP-dependent motifs. Generated tables were then merged individually to the all-RNA-seq derived FPKM data and deposited in Mendeley. SNPs affecting the expression of genes in a strain-specific manner by abolishing or creating a binding motif for FOXA1-3, AR and ESR1 were identified using δ, for motif specificity, in function of Z, reflecting strain-specific transcriptional changes; (delta <-1 or > 1, [delta = score (C57BL/6J)–score (FVB/NJ)], Z< -7 or > 7, [$Z=log2\;\left(\frac{{FPKM+0.1}_{FVB.D300.F1}}{{FPKM+0.1}_{FVB.CTL.F1}}\right)-log2\;\left(\frac{{FPKM+0.1}_{C57.D300.F1}}{{FPKM+0.1}_{C57.CTL.F1}}\right)$]. The genome-wide significant results are reported (Table 2).

### Validation experiments involving bisulfite-pyrosequencing

DNA was extracted using ethanol precipitation from the organic phase of TRIZOL conserved at -20°C. These samples correspond to the sperm samples obtained during the CASA process that were used for RNA extraction. Bisulfite conversion of DNA was performed using the EZ DNA methylation-Lightning kit (Zymo Research, Irvine, CA, USA; D5030). All assays were validated using methylation standards (EpigenDX, Hopkinton. MA, USA; 80-8060M-PreMix). PCR cycling conditions were 95°C for 15 min, then 50 cycles of 94°C for 30 s, 54°C for 30 s (replaced by 56°C for 30 s for *Svs3b*), 72°C for 30 s, with a final elongation during 1 min at 72°C. Pyrosequencing was performed using a Pyromark Q24 instrument and a workstation from Qiagen (Hilden, Germany) using appropriated enzyme, substrate, nucleotides and reagents. For methylation measured in the *Svs2* promoter, a 175 bp amplicon encompassing 2 CpG sites was generated using forward 5’-AGGAGGGGTTAGTGTTTTTTGTAGT-3’ and biotinylated reverse 5’-[BIO] CAACCACAACTAACTATCTTTCCAAA-3’ primers. The sequencing primer was 5’-GTTATATTTAGTTAGAGAAGATATAAA. The sequence to analyze was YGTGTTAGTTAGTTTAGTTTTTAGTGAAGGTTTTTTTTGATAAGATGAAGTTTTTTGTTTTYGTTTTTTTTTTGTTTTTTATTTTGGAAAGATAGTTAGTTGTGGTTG and the dispensation order was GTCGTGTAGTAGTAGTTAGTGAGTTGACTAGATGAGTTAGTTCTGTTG. The two CpG sites were validated by methylation standards. For methylation measured in the *Svs3b* gene, a 118 bp amplicon encompassing 2 CpG sites was generated using the forward primer Svs3b_F 5’-GGGAGAATGTTTATAAGGATGTTATG-3’ and the reverse Svs3b_R_biot 5’-[BIO]CATCAACCCACTACTATACCCAAAC3’. The sequencing primer was the forward primer. The sequence to analyze was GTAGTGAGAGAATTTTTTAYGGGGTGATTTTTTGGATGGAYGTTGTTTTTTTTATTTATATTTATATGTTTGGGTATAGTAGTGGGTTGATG and the dispensation order was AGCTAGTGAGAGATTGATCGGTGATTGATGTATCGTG. Both CpG sites were validated using methylation standards.

### Western blots of SEMG1 and SEMG2

Sperm total protein samples were obtained from TRIZOL fractions after RNA and DNA extractions according to the manufacturer’s recommendations by precipitation with 100% isopropanol. Protein pellets were washed with 0.3 M guanidine hydrochloride in 95% ethanol and re-suspended in 200 μl of 0.5% SDS 4 M urea by overnight rotations. Total protein was quantified using the Pierce protein assay 660nm (ThermoFisher Scientific, Waltham, MA, USA; réf. 22662) on a nanodrop ND-100 and using the ionic detergent compatibility reagent (IDCR) (ThermoFisher; réf. 22663). Approximately 20 μg of protein per conditions (C57.CTL.F1, C57.D300.F1, C57.D300.F2, C57.D300.F3, FVB.CTL.F1, FVB.D300.F1 and FVB.D300.F2) were separated on precast Bolt TM 4–12% Bis-Tris gel (ThermoFisher; NW04120) at 150 volts during 45 min and transferred to a nitrocellulose membrane (ThermoFisher, iBlot 2NC Regular Stacks, IB23001) using program P3 on the iBlot2 transfer device (ThermoFisher; IB21001). Membranes were blocked in the SuperBlock (PBS) Blocking Buffer (ThermoFisher; 37515) during 1 h. Five washes of 5 min each were performed between the incubations with Tween-containing TRIS buffer (TBST, ThermoFisher; 28360). Membranes were then incubated 1 h with antibodies diluted in the SuperBlock (PBS) Blocking Buffer. Antibody dilutions were 1:5000 α-SEMG2 polyclonal rabbit anti-mouse [antibodies-online.com, ABIN252161], 1:500 α-SEMG1 polyclonal rabbit anti-mouse [antibodies-online.com, ref ABIN2406262], 1:10,000 α-GAPDH monoclonal rabbit anti-mouse-rat-chicken-human [Abcam, ab181602], before incubation with 1:10,000 secondary antibody goat anti-rabbit IgG alkaline phosphatase secondary (antibodies-online.com, ABIN616373). Revelations were performed with NBT/BCIP Ready-to-Use Tablets (Sigma, c.o. Merck, Darmstadt, Germany, catalogue number: 11697471001). Additionally, membranes were incubated with beta-ACTIN monoclonal antibody coupled to HRP (Sigma, A3854) followed by detection using the ECL Prime Western blot reagents kit (Amersham, Little Chalfont, UK; RPN2232) with images acquired in the myECL Imager with the chemiluminescence mode (ThermoFisher), as an alternative to detect issue with abnormally low levels of GAPDH in condition C57.D300.F2. All images were analyzed using the open source imageJ software.

### Statistical analysis

One-way analysis of variance with post-hoc Tukey honestly significant difference test (ANOVA-Tukey HSD) was used to identify means that were significantly different between conditions for the parameters measured with CASA, as well as for AGD and testes weight measurements (Fig 1). The data obtained during the CASA process were tested for following a normal distribution using the Shapiro-Wilk normality test, as well as for homogeneity of the variances across the seven experimental conditions using the Bartlett test of homogeneity of variances. The significance level was set at p ≤ 0.05. In all-RNA-seq analysis, the CuffDiff computed false-discovery rate adjusted p-values (q-values) were used to identify the transcript levels statistically significantly different between the labeled conditions. Probability estimates for each cluster resulting from the hierarchical cluster analysis were obtained using Pvclust [151]. Pearson's chi-square goodness-of-fit test was computed in R version 3.4.2 using the “chisq.test” function to assess the statistical significance of differences in frequencies of the respective proportions of genes whose expression increases during spermatogenesis among the identified targets versus all the genes. Correlations between MBD-seq and RNA-seq data were analyzed using non-parametric Kendall’s tau and Spearman’s rho rank correlations in R (Fig 3B). Non-parametric pairwise Wilcoxon test with Benjamini & Hochberg correction for multiple testing was used to estimate differences of transcript levels between conditions associated with SNPs (Figs 3A and 4) [152]. Parametric Pearson correlations between CpG methylation and the ordered conditions involving C57BL/6J strain were performed in R (Fig 5B).

## Supporting information

S1 Fig Read lengths distribution across samples. A Peaks specific for sperm RNAs were identified. The peak at 22 nucleotides is specific to the size of mature microRNAs. The peak at 32 nucleotides is specific to the size of tRNA-derived small RNAs. The peak at 50 bp involves mainly coding RNAs.
(TIF) Click here for additional data file.

S2 Fig Example of SNP validation with all RNA-seq reads in a region of interest. Rs28279704 missense mutation validated in the *Svs*4 gene as being “A” in C57BL/6J, reversely in the ATG codon for methionine, and “G” in FVB/N, reversely in the CG codon for threonine.
(TIF) Click here for additional data file.

S1 Table Read log sheet of all RNA-seq. (XLSX) Click here for additional data file.

S2 Table Pathway analysis of the 62 dysregulated RNAs. The statistically significant enrichments in GO terms, KEGG pathways and INTERPRO protein domains identified in the 62 dysregulated sperm RNAs according to the STRING database [144].
(XLSX) Click here for additional data file.

S3 Table The ARRIVE guidelines checklist for reporting animal data completed for this study. (DOCX) Click here for additional data file.

# Supplementary material for: Genetic resistance to DEHP-induced transgenerational endocrine disruption
**Source:** PLoS One. 2019 Jun 10;14(6):e0208371. doi: 10.1371/journal.pone.0208371

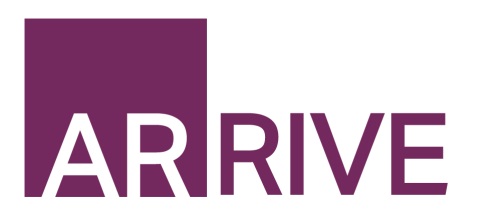

The ARRIVE Guidelines Checklist

Animal Research: Reporting In Vivo Experiments

Carol Kilkenny^1^, William J Browne^2^, Innes C Cuthill^3^, Michael Emerson^4^ and Douglas G Altman^5^

*^1^The National Centre for the Replacement, Refinement and Reduction of Animals in Research, London, UK, ^2^School of Veterinary Science, University of Bristol, Bristol, UK, ^3^School of Biological Sciences, University of Bristol, Bristol, UK, ^4^National Heart and Lung Institute, Imperial College London, UK, ^5^Centre for Statistics in Medicine, University of Oxford, Oxford, UK.*

|  | | ITEM | RECOMMENDATION | Section/ Paragraph |
| --- | --- | --- | --- | --- |
|  | | | Title |  |
|  | | | Abstract |  |
| INTRODUCTION | | |  |  |
| 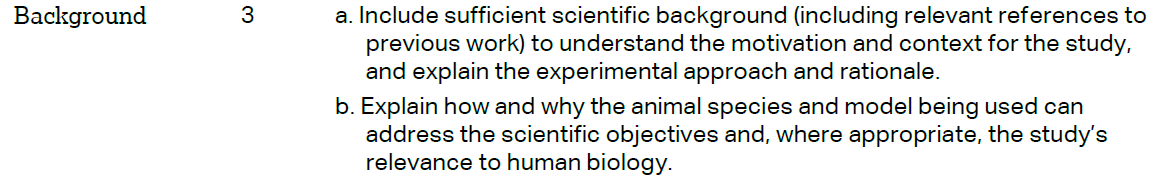 | | | Introduction. |  |
|  | | | End of introduction. |  |
| METHODS | | |  |  |
|  | | | In method details section. |  |
| 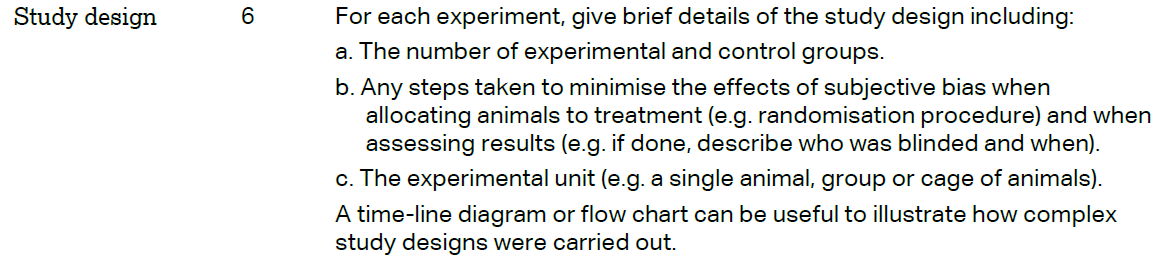 | | | In Method Details section and Figure 1. |  |
| 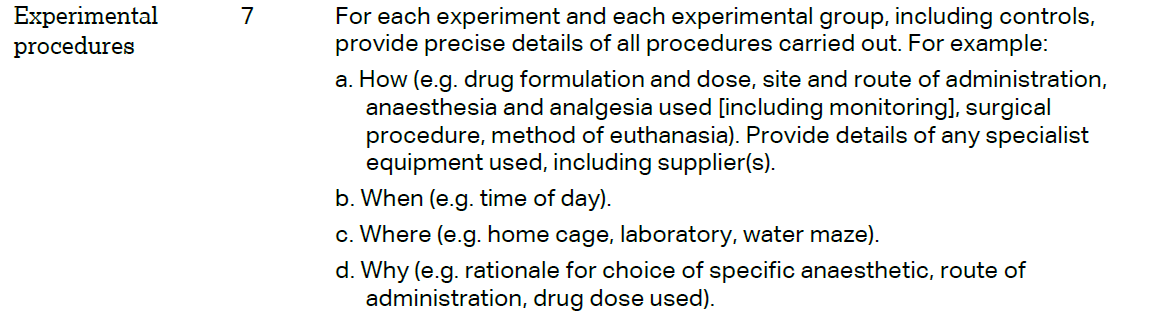 | | | In Method Details section. |  |
| 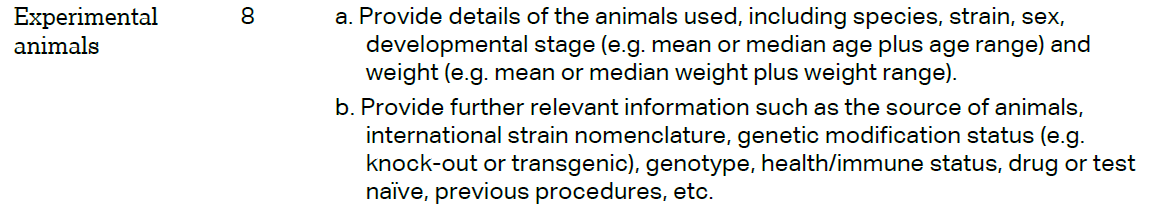 | | | In Method section. |  |

The ARRIVE guidelines. Originally published in *PLoS Biology*, June 2010^1^

| 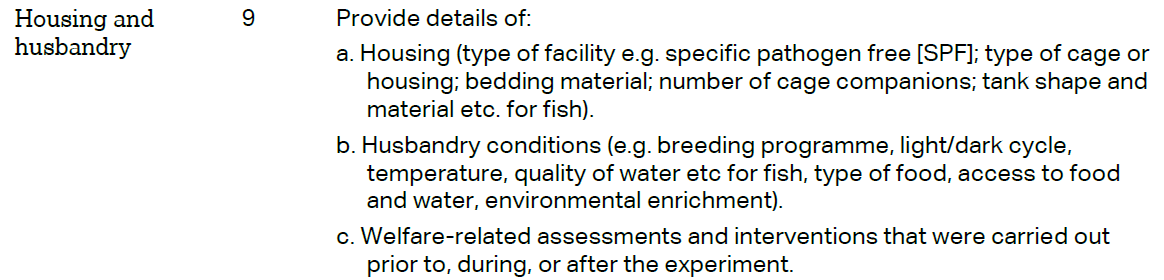 | In Method section. | |
| --- | --- | --- |
| 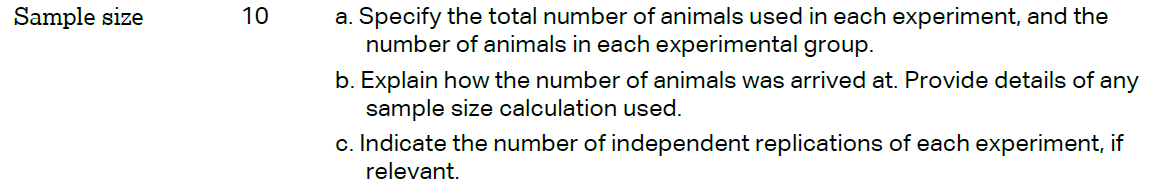 | In method section. | |
| 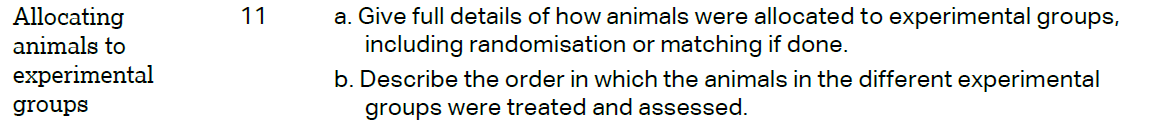 | In method section and Figure 1. | |
|  | In method section and Figure 1. | |
| 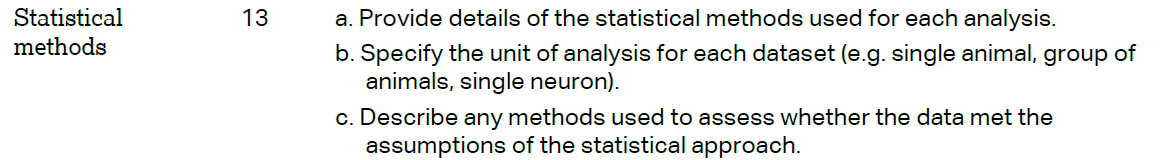 | In Statistical Analysis section. | |
| RESULTS |  | |
|  | Figure 2. | |
|  | Figure 5 and Figure 6, each diamonds points relevant to one animal. | |
|  | Figure 5, 6, confidence intervals. | |
|  | Results section, adverse events on reproductive parameters. | |
| DISCUSSION |  | |
| 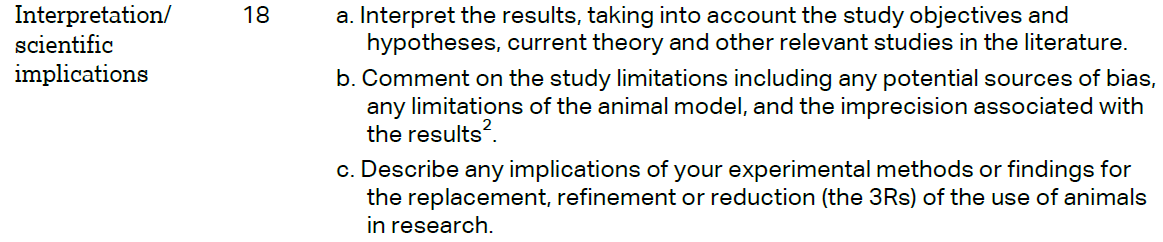 | Discussion section. | |
|  | Conclusion. | |
|  | | Acknowledgments. |

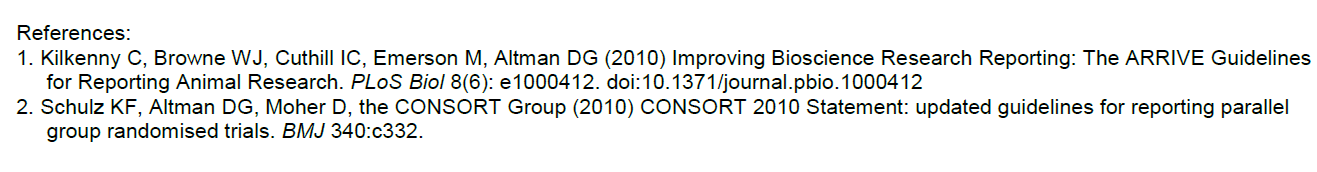

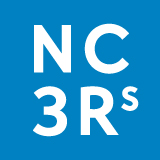

**Supplement:** S3 Table

How the deposited data were processed for this re-analysis (not part of the article)

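RNA from sperm of the cauda epididymis was sequenced by all-RNA-seq in 25 libraries, 5 for each of the conditions C57.CTL.F1, C57.D300.F1, C57.D300.F2, FVB.CTL.F1 and FVB.D300.F1. The prenatal dose was 300 mg/kg/day DEHP, given from embryonic day 9 to 19. The labels mark the 10 libraries of C57.CTL.F1 and C57.D300.F1 as re-analysed, and the other 15 were made for this study.

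The authors clipped the RA3 adapter, mapped the reads to mm10 with TopHat and quantified them with Cuffdiff. The deposited values are a signal, namely 1 estimated fragment count per gene and condition that Cuffdiff scaled between libraries and did not divide by gene length. The paper's text names neither the Cuffdiff options nor the release of the gene annotation. A second set of columns holds the variance of each count under Cuffdiff's model. Its Spearman correlation with the count across genes was 0.958 in C57.CTL.F1, and genes are not independent replicates. Some genes lay well above this trend. How the model derived the variance from the 5 libraries is not given, so it was not used as an SD between libraries. It was used as the model's SD of a count, and to find lists with a higher model variance than genes of similar counts. An uneven share of an RNA among libraries would raise that variance, but the variance alone does not show it. In all, 10 columns were used for 24358 genes.

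The counts summed to 8602900 in C57.CTL.F1, 7748902 in C57.D300.F1, 6921688 in C57.D300.F2, 7568129 in FVB.CTL.F1 and 8278486 in FVB.D300.F1. The numbers of genes with at least 10 counts were 16459, 16612, 16609, 15883 and 16244 in the same order. Counts of 3 or fewer were taken as the limit of detection. It covers counting error only. Cuffdiff reported failed estimates for 71 genes in at least 1 condition and for 24 genes in all of them. They were treated as missing, which removes the epididymal gene Crisp1 (108274 counts in C57.CTL.F1 and 219328 in FVB.D300.F1) from every ratio, since it failed in the other 3 conditions.

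Log2 ratios used the condition values with 1 added to each count. Genes with at least 10 counts in 1 of the compared conditions were counted as changed at 2 log2 units. The strain by exposure interaction was the difference between the log2 ratios of both strains, over genes with at least 10 counts in 1 of the 4 F1 conditions. The paper's Z, which its methods compute from FPKM with 0.1 added, was computed here in the same way as this interaction over 24293 genes, with a threshold of 7. Lists were summarised by their median log2 ratio and its percentile among 10000 random lists of the same size (seed 11), each drawn from the 200 genes nearest in mean count to each member. Since there is 1 value per condition, no test between conditions, no SD between libraries and no p-value could be computed, and edgeR and DESeq2 were not used. A model's coefficient of variation was compared with that of genes of similar counts, as a ratio. Coordinates are those of GENCODE M21 on GRCm38. They were found for 185 of 190 named genes.

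The genes named are those of Table 1, Fig 3A, Fig 4B and Fig 4C of the paper, those of the marker lists, the 3 genes with the largest rise and the 3 with the largest fall past the threshold in each contrast among genes with at least 100 counts in the higher condition, and all genes with Z past 7 or -7. This rule, the contrasts, the thresholds, the 7 lists of markers for liver, seminal vesicle, prostate and coagulating gland, epididymis, testicular germ cells, blood, and smooth muscle and connective tissue, and all alternatives other than the pair named next were set before the data were examined. The alternatives with values under 3 counts set to 3, and with the difference also required to exceed the model's SD, were chosen after seeing the data, as was the list of 8 liver transcription factors. The limit of 0.5 log2 units, beyond which a value counts as moved by an alternative, was set before the values of the lists were seen.

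The alternatives tried were scaling of the conditions to equal totals, by median-of-ratios factors or by the upper quartile, pseudocounts of 0.1 and 10, minimum counts of 100 and of none, a threshold of 1 log2 unit, and a threshold of 5 for Z. Paired analyses and alternatives that need values of single libraries were not run.

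The procedure was tested on simulated data of 17234 genes, in which 200 were changed by 3 log2 units between conditions. It called 199 of them, with 0 in the wrong direction, and 15 unchanged genes. The simulated counts varied by counting error alone, and the changed genes were drawn above a minimum mean count. The result therefore gives no rate of false calls for the real counts, whose model variance is larger for many genes. Of 200 simulated lists without a change, 22 lay outside the 5th to 95th percentiles. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Sperm parameters, MBD-seq, binding motifs, SNPs, pyrosequencing, Western blots, Esr1 transcript variants and the F3 generation were not analysed here. The result for another gene named in the paper is not reported here.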

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

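Of the tests in this part, that of an uneven share among libraries was prompted by the model's variance of the Table 1 genes, and none of the others was chosen only after the result was seen. The items below come from 24 pairs of 8 marker lists and 3 contrasts of an exposed lineage, of which 5 lay above at least 97.7% of the random lists, and from the genes with Z above 7. Only the upper side was searched, and 9 pairs lay below at least 99.6% of the random lists. The rule for choosing these items was itself set after the values of the lists had been seen. No value has a replicate check.

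In FVB.D300.F1 against FVB.CTL.F1, the epididymis list had a median log2 ratio of 4.88 over 22 genes, none of them in Table 1. It was 4.85 with values under 3 counts set to 3, and 21 genes were higher. The random lists of this size reached 0.36. The paper does not report on these genes. Among the list, 12 genes had at least 10 counts in FVB.CTL.F1, so sperm samples without DEHP also hold part of it. Adam28 increased from 19.1 to 1612 counts, Defb20 from 27.9 to 1598 and Rnase9 from 797 to 2065. The most abundant genes did not move as far. Adam7 had 37309.9 and 53922 counts, Spink8 38020.3 and 29301 and Wfdc10 9790.1 and 10759. Their high level with vehicle would hide a small added share. With 10 counts added to each value the median was 3.33.

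The rise of the 9 DEHP-resistance RNAs went together with this list. Against it being a matter of scaling, their median log2 ratio stayed at 8.25 or above under the other 3 scalings. Against a gene length bias, no list matched on exon length passed 0.89. A lower share of sperm RNA would raise the markers of all other tissues alike, but the epididymis list stood 2.74 log2 units above the next list. What stays open is RNA of epididymal epithelium in the FVB.D300.F1 libraries, which the median of 4.88 is consistent with, and a response of FVB/N to DEHP, which was not tested separately. A candidate explanation is that this RNA was unevenly shared among the libraries. In FVB.D300.F1 the model's coefficient of variation for the epididymis list was 2.44 times that of genes with similar counts as a median, and above 1.5 times for 20 of 23 genes. In FVB.CTL.F1 it was 1.06 times, over 12 genes. The model's variance is no measured spread of the libraries and does not name them, and values of single libraries were not analysed here.

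The blood list had a median of 2.14 in the same contrast, where the random lists reached 0.35, with 7 of 9 genes higher. Hbb-bs increased from 453 to 2276 counts and Hba-a2 from 411 to 2213, while S100a8 fell by 1.18 log2 units. At least 10 counts were found for 7 genes of the list in FVB.CTL.F1. Blood in the FVB.D300.F1 libraries may be part of the same pattern of RNA from other cells, with the 2.74 log2 units between the epididymis list and this list as the only test that bears on it. The testicular germ cell list had a median of 0.45 in this contrast, just above the highest random list at 0.44, with 13 of 14 genes higher. Its most abundant genes hardly changed, with Odf1 at 2589 and 2944 counts. Scaling to equal totals lowered the median to 0.32, and this scaling also moved the median of all genes by -0.13. No explanation was tested for the germ cell genes.

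The list for smooth muscle and connective tissue had a median of 0.37 in C57.D300.F1 and of 0.36 in C57.D300.F2 against C57.CTL.F1. In each case 6 genes were higher and 4 lower, and none changed by 2 log2 units. Col1a1 had 8376, 11667 and 13447 counts in C57.CTL.F1, C57.D300.F1 and C57.D300.F2, and Acta2 had 7041, 4095 and 3258. All 10 genes of this list had at least 10 counts in every condition. As the members went both ways in C57BL/6J, these medians decide nothing about a tissue share. In FVB.D300.F1 against FVB.CTL.F1 all 10 genes were lower, with a median of -0.47, below the lowest random list at -0.43, and none by 2 log2 units. No explanation was tested for this list.

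Outside Table 1, 11 genes had a Z above 7. Among them Lcn10, Cst12, Cst11, Adam28 and Lcn6 belong to the epididymis list. Muc5b increased from 13.9 to 3279 counts in FVB/N and Defb12 from 2.88 to 719. A630095E13Rik moved through C57BL/6J, with 1387 counts in C57.CTL.F1 and 0 in C57.D300.F1. For the genes that rose in FVB/N, RNA of epididymal epithelium may be a source, as above, with the epididymis list at 4.88.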

How the results depend on the processing

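The alternatives with values under 3 counts set to 3 and with the difference also larger than the model's SD were chosen only after the data were seen. No paired analysis was possible because the labels share replicate numbers 1 to 5 but the table has 1 value per condition. For the same reason DESeq2, the fit without filterByExpr, the replicate block, the fit with only the groups of a contrast, leave-one-out and group medians were not run.

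None of the values that moved under an alternative changed direction. Values near 0 changed sign in 12 cases, 7 of them with equal totals, and none of these exceeded 0.19 on either side. Of the values that answer a comparison, 179 stayed within the limits and 22 moved. The latter are given here by alternative, and the cause was not tested unless it is named.

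With a pseudocount of 10, 31 genes changed in C57.D300.F1 against C57.CTL.F1 (4 higher, 27 lower), 1100 in FVB.CTL.F1 against C57.CTL.F1 (103 and 997) and 125 by the strain by exposure interaction (112 and 13). The totals for C57.D300.F2 stayed within the limits, but their division moved. There 27 genes were higher and 502 lower than in C57.CTL.F1, and 26 higher and 451 lower than in C57.D300.F1. The median of the DEHP-resistance RNAs was 6.77 and that of the epididymis list 3.33 in FVB/N. Foxa3 had log2 ratios of -2.87 in C57.D300.F2 and -2.93 in FVB.CTL.F1 against C57.CTL.F1, and 15 genes had Z past 7 or -7. A larger pseudocount shrinks ratios against values near 0 by construction. With a pseudocount of 0.1, the median of the DEHP-susceptibility RNAs was -11.04 and 2 Svs genes passed 2 log2 units in FVB/N, where both have values under 3 counts.

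With at least 100 counts in 1 of the conditions, fewer genes were tested. Then 30 genes changed in C57.D300.F1 against C57.CTL.F1 (3 higher, 27 lower), 74 in FVB.D300.F1 against FVB.CTL.F1 (73 and 1), 1039 in FVB.CTL.F1 against C57.CTL.F1 (98 and 941) and 126 by the interaction (111 and 15). The totals for C57.D300.F2 again stayed within the limits, with 31 higher and 483 lower against C57.CTL.F1, and 23 and 428 against C57.D300.F1. With the threshold at 1 log2 unit, which can only add genes, the counts were 377 for C57.D300.F1 against C57.CTL.F1 (184 higher, 193 lower), 457 for FVB.D300.F1 against FVB.CTL.F1 (355 and 102), 2441 and 1891 for C57.D300.F2 against C57.CTL.F1 and C57.D300.F1 (702 and 1739, 461 and 1430), 4489 for FVB.CTL.F1 against C57.CTL.F1 (1282 and 3207) and 1295 for the interaction (782 and 513). At this threshold the genes in C57.D300.F1 were nearly evenly divided between both directions. With a threshold of 5, 58 genes had Z past it. With the difference also larger than the model's SD, 29 genes changed in C57.D300.F1 against C57.CTL.F1 (3 higher, 26 lower).

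The total counts of changed genes and the medians stayed within the limits under the 3 other scalings, while the division into higher and lower genes moved further. Scaling to equal totals moved the median log2 ratio of all genes by 0.15 in C57.D300.F1 against C57.CTL.F1, by -0.13 in FVB.D300.F1 against FVB.CTL.F1, by 0.31 and 0.16 in C57.D300.F2 against C57.CTL.F1 and C57.D300.F1, and by 0.18 in FVB.CTL.F1 against C57.CTL.F1. The upper quartile moved the last 3 of these by 0.28, 0.22 and 0.17. With equal totals, 175 genes were higher and 539 lower in C57.D300.F2 than in C57.CTL.F1, so that 24.5% of the changed genes were higher in place of 13.9%. With the upper quartile, 164 were higher and 552 lower. In C57.D300.F1 against C57.CTL.F1, equal totals gave 10 higher and 39 lower in place of 6 and 43, and in FVB.D300.F1 against FVB.CTL.F1 104 and 5 in place of 109 and 3. For the interaction, 141 were higher and 64 lower, or 68.8% higher in place of 81.4%. Among the values that changed sign, the ratio of Esr1 between the strains went from -0.11 to 0.07 with equal totals.

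The DEHP-resistance RNAs kept a median between 6.77 and 8.40 over all alternatives, the DEHP-susceptibility RNAs between -11.04 and -9.98 and the generational RNAs between -5.77 and -5.42 against C57.CTL.F1. In each list, 9, 11 and 42 RNAs kept their direction. Among the other values, those of single genes and of lists outside Table 1, 532 stayed within the limits and 26 moved, none to the other direction, 13 of them with a pseudocount of 10, 7 with 0.1, 4 with values under 3 counts set to 3 and 2 with list members held to at least 10 counts. Depth limits the DEHP-susceptibility RNAs in FVB/N, where 3 of 11 had at least 10 counts with vehicle, and the DEHP-resistance RNAs in C57BL/6J, where 2 of 9 did.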

Differences from the paper's values

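The comparison of differences with their SD under Cuffdiff's model was chosen only after the data were seen. The paper's Z of Svs3b is about 7.6 in Fig 4A, read by eye, and the value here was 8.78. The paper's Z of Defb30 is about 7.3 in Fig 4A, read by eye, and the value here was 8.54. The paper's methods compute Z from FPKM with 0.1 added, and these values come from estimated counts with 1 added, so both the unit and the offset differ. An offset of 0.1 FPKM has no fixed equivalent in counts. Among the alternatives set before the data were examined, a pseudocount of 10 gave 7.62 for Svs3b and 7.02 for Defb30, which lie within the limits of the paper's values. The others did not close either gap. Scaling to equal totals gave 8.61 and 8.29, median-of-ratios factors 8.81 and 8.57, the upper quartile 8.66 and 8.51, a pseudocount of 0.1 gave 6.83 and 8.87, and the minimum of 10 counts left both unchanged.

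The paper states that Foxa1 and Foxa2 levels did not differ between the strains, by corrected Wilcoxon tests over its libraries. Here the log2 ratio of FVB.CTL.F1 to C57.CTL.F1 was 1.05 for Foxa1 and -1.77 for Foxa2, and both differences exceeded their SD under Cuffdiff's model. Neither reached the threshold of 2 log2 units, and no test of the libraries could be run. A difference above 1 SD is a weak limit, and this contrast crosses the reused libraries and those made for this study. These values therefore do not contradict the paper's test.

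The paper places Rprl3 among the RNAs increased by DEHP in FVB/N. Here its log2 ratio was 0.52. The paper describes the DEHP-susceptibility RNAs as unchanged in FVB/N. Here Svs4 and Svs2 had log2 ratios of -0.74 and -0.67, slightly more than their SD under Cuffdiff's model.

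The paper links the absence of Foxa3 transcripts to a variant of FVB/N. Here Foxa3 was also low in C57.D300.F2, at 3.41 counts against 88.2 in C57.CTL.F1. The paper describes a probable induction of FOXA1-3 by DEHP. Here, in FVB/N, Foxa1 rose by 0.92 log2 units, and its difference of 212 counts exceeded its SD of 135. Foxa3 was under 3 counts in both FVB/N conditions and Foxa2 had a log2 ratio of 0.39, within its SD.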

Other observations

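The comparison of sperm shares with the DEHP-susceptibility pattern, the sum of Svs3a and Svs3b, and both tests of a strain variant were chosen only after the result was seen, and the test of an uneven share of liver RNA was prompted by the model's variance of the Table 1 genes. The test of that share in C57.D300.F1 was chosen only after the result was seen. For the protamines, the comparison with the lists of other tissues was also added only after the result was seen. The first listing of the values covered 3 patterns and 8 lists in 5 contrasts. Lists other than the liver transcription factors had been written before that, and no gene is in more than 1 list or was picked by the study.

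The DEHP-susceptibility RNAs were high in C57.CTL.F1 and low in the other 4 conditions. From C57.D300.F1 to C57.D300.F2 they rose by a median of 1.68, to a level still far below C57.CTL.F1, across the boundary between both sets of libraries. Their fall in C57.D300.F1 stayed at -10.26 or lower under the other scalings, and no list matched on exon length passed -0.58, so that neither scaling nor gene length accounts for it. Reads shared between Svs3a and Svs3b do not account for their fall either, since their sum had a log2 ratio of -10.27. A higher share of sperm RNA in C57.D300.F1 would lower the markers of all other tissues by the same amount. The test first set for this compared the other lists with the seminal vesicle list, and the gap of 0.59 decided nothing. Against the pattern itself, the lowest of the other lists had a median of -0.27, a gap of 10.14. RNA of seminal vesicle in the C57.CTL.F1 libraries cannot be told apart from a response to DEHP. The 8 usable genes of the seminal vesicle list had a median of -0.86, which falls short of the limit of -2 set for the test but lies below the lowest random list at -0.53. No gene was higher, 7 were lower, and 3 fell by at least 2 log2 units. Over the genes with at least 10 counts in 1 of both conditions the median was -1.25. Svs1 and Spinkl decreased from 11543 to 619 and from 7669.6 to 458 counts, while Serpine2 stayed at 5046 and 4202. Ceacam10 had 3514 and 1472 counts. Only 5 genes of the list had at least 10 counts in C57.CTL.F1, which is too few to decide. In C57.CTL.F1 the model's coefficient of variation was 1.96 times that of similar genes for these 5, and 3.46 times for the 11 DEHP-susceptibility RNAs. For the germ cell genes, which differ strongly between the strains, it was 1.04 times. An uneven level of the DEHP-susceptibility RNAs among the C57.CTL.F1 libraries may contribute to the pattern. This is a hypothesis that rests on the model's variance and on genes chosen for the pattern, and the seminal vesicle list at -0.86 leaves the source open.

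The generational RNAs were high in C57.CTL.F1 and C57.D300.F1 and low in C57.D300.F2 and both FVB/N conditions. Their median stayed at -5.42 or lower under the other scalings, and no list matched on exon length passed -0.69. A strain variant against the reference genome is argued against by the fall within C57BL/6J, with a median of -5.23 between C57.D300.F1 and C57.D300.F2. RNA of liver in the C57.CTL.F1 and C57.D300.F1 libraries is a candidate source, since the 23 usable genes of the liver list had a median of -5.01 in C57.D300.F2 against C57.CTL.F1. Ttr decreased from 38822 to 394 counts, Trf from 41712 to 3936 and Apob from 35205 to 1002. All 23 had at least 10 counts in C57.CTL.F1 and 19 had them in FVB.CTL.F1. A difference between the reused libraries and those made for this study is also in line with the values. Across 17508 genes, the log2 ratio of C57.D300.F2 to C57.D300.F1 and that of FVB.CTL.F1 to C57.CTL.F1, which share no condition, had a Spearman correlation of 0.70, where genes are not independent replicates. This difference cannot be told apart from one between generations, since the reused libraries hold no F2 and the others no C57BL/6J F1. Whether the share of liver RNA was uneven among the C57.CTL.F1 libraries stays open as well, as the ratio of 1.39 lay between the limits of 1.2 and 1.5 set for the test. In C57.D300.F1 the ratio for the liver list was 1.61, past the upper limit, with 20 of 23 genes above 1.5 times, and for the generational RNAs it was 1.62. An uneven share of liver RNA among the C57.D300.F1 libraries would raise this ratio and is a candidate explanation for part of their high level there, but how the model derived the variance from the libraries is not given, and the ratio alone does not show it. A generational effect of DEHP stays among the explanations, as untested.

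Foxa3 was low in both FVB/N conditions. The variant of FVB/N as the whole cause is argued against by the log2 ratio of -3.78 between C57.D300.F2 and C57.D300.F1, both C57BL/6J. The liver transcription factors may share the cause with Foxa3. In C57.D300.F2 and FVB.CTL.F1 against C57.CTL.F1, the median nearer 0 of these 8 genes was -3.40. Hnf4a had 555 counts in C57.CTL.F1 and 28.7 in C57.D300.F2, and Creb3l3 had 636 and 34.1. All 8 had at least 10 counts in C57.CTL.F1, and 2 in FVB.CTL.F1.

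The protamine transcripts were lower in FVB.CTL.F1 than in C57.CTL.F1, with 1584 against 20903 counts of Prm2. The germ cell list without Prm1 and Prm2 fell as well, with a median of -3.27, as a lower share of sperm RNA in FVB/N would need. Such a share would also raise the lists of other tissues, and these lay between -6.41 for liver and 0.32 for epididymis. Smcp had 35149 counts in C57.CTL.F1 and 1799 in FVB.CTL.F1, and Odf1 had 21227 and 2589. All 14 genes of the list had at least 10 counts in both conditions. In C57.D300.F2 against C57.CTL.F1, which crosses the same sets within C57BL/6J, the median was -1.09. The 14 genes lay between -1.80 and -0.55 there, and between -4.64 and -2.28 in FVB.CTL.F1 against C57.CTL.F1. For these genes, this argues against a difference between both sets as the whole cause, although C57.D300.F2 also differs in generation and exposure. A lower share of sperm RNA, a difference between the strains in these RNAs and a part played by the sets cannot be told apart.

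The other lists are given as values, in the order of C57.D300.F1 against C57.CTL.F1, FVB.D300.F1 against FVB.CTL.F1, and C57.D300.F2 against C57.CTL.F1. The prostate and coagulating gland list had medians of 0.07, -0.21 and 0.41, and 3 of its 8 genes had at least 10 counts in C57.CTL.F1. Its most abundant gene, Mmp7, had 917 counts there, and Tgm4 increased from 30.1 counts in C57.CTL.F1 to 199.6 in C57.D300.F2. The liver list had -0.27, -0.32 and -5.01, the seminal vesicle list -0.86, 0.09 and -0.66, and the epididymis list -0.20, 4.88 and 0.06. The germ cell list had -0.15, 0.45 and -1.09, the blood list -0.13, 2.14 and -0.00, and the list for smooth muscle and connective tissue 0.37, -0.47 and 0.36. The liver transcription factors had 0.01, -0.19 and -3.40. Of these medians, those of the germ cell list, the blood list and the liver transcription factors in C57.D300.F1, of the seminal vesicle list in FVB/N and of the blood list in C57.D300.F2 changed sign under another scaling, and they are read as near 0. Akr1b7 had 127 counts in C57.CTL.F1, 5508 in C57.D300.F2 and 14293 in FVB.CTL.F1, and it was among the largest rises in both contrasts.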
